# The Sox2 transcription factor binds RNA

**DOI:** 10.1038/s41467-020-15571-8

**Published:** 2020-04-14

**Authors:** Zachariah E. Holmes, Desmond J. Hamilton, Taeyoung Hwang, Nicholas V. Parsonnet, John L. Rinn, Deborah S. Wuttke, Robert T. Batey

**Keywords:** DNA, DNA-binding proteins, RNA-binding proteins, Transcription factors, RNA

## Abstract

Certain transcription factors are proposed to form functional interactions with RNA to facilitate proper regulation of gene expression. Sox2, a transcription factor critical for maintenance of pluripotency and neurogenesis, has been found associated with several lncRNAs, although it is unknown whether these interactions are direct or via other proteins. Here we demonstrate that human Sox2 interacts directly with one of these lncRNAs with high affinity through its HMG DNA-binding domain in vitro. These interactions are primarily with double-stranded RNA in a non-sequence specific fashion, mediated by a similar but not identical interaction surface. We further determined that Sox2 directly binds RNA in mouse embryonic stem cells by UV-cross-linked immunoprecipitation of Sox2 and more than a thousand Sox2-RNA interactions in vivo were identified using fRIP-seq. Together, these data reveal that Sox2 employs a high-affinity/low-specificity paradigm for RNA binding in vitro and in vivo.

## Abstract (web summary)

Some transcription factors have been proposed to functionally interact with RNA to facilitate proper regulation of gene expression. Here the authors demonstrate that human Sox2 interact directly and with high affinity to RNAs through its HMG DNA-binding domain.

## Introduction

A significant number of transcription factor-RNA associations have been reported that are proposed to regulate gene expression in multiple ways, suggesting that these interactions are quite prevalent^1,2^. For example, the *PANDA* lncRNA acts as a molecular decoy through its interaction with nuclear transcription factor Y (NF-YA), thereby titrating the transcription factor from its target genes to decrease their expression^3^. The transcription factor Yin Yang 1 (YY1) binds nascent transcripts, increasing its retention at actively transcribed promoters and the subsequent activation of its target genes^4^. p53 can bind to the 5ʹ-untranslated region of *mdmx* mRNA to regulate translation^5^ and its interaction with RNA may regulate oligomerization and DNA-binding activity^6^. RNA can also serve as a scaffold for transcription factor assembly, as proposed for the *HSR1* RNA-dependent trimerization of the heat shock factor 1 (HSF1) transcription factor to activate heat shock-responsive target genes^7^. While an expanding set of transcription factors are being found to associate with the transcriptome^8–15^, the majority of these studies do not distinguish between direct and indirect association of the transcription factor with RNA and little is known about the biochemical or structural basis for the interactions^16^.

A transcription factor of high interest that is also proposed to be associated with RNA is the transcription factor Sox2. Sox2 regulates pluripotency^17,18^ in embryonic stem cells through expression of pluripotency-associated transcription factors and repression of lineage-specific genes^19,20^. Sox2 is essential for embryonic development and its knockout or dysregulation leads to terminal differentiation and embryonic lethality^20–23^. In combination with several other transcription factors, including Oct4^24,25^, Sox2 reprograms somatic cells back to a pluripotent state. Further, induction of pluripotency can be achieved with just Sox2 and Oct4 alone under specific conditions^26^, highlighting the core role Sox2 plays in the maintenance of pluripotency. Sox2’s role further extends throughout neuronal development^27,28^, as Sox2 maintains neural progenitor cells (NPCs) in an undifferentiated, slowly proliferating state by repressing the function of pro-neuronal differentiation proteins^29^. To fully understand how Sox2 governs these processes, the networks of interactions with partners governing its regulation and function are important to elucidate.

In addition to its well-defined roles in direct transcriptional regulation at the DNA level, Sox2 was found associated with lncRNAs involved in maintaining pluripotency^30,31^ and promoting neuronal differentiation^31,32^. The lncRNAs *ES1* (AK056826) and *ES2* (EF565083) are proposed to regulate pluripotency in a Sox2-dependent manner based on stem-cell specific expression, downregulation upon differentiation, and changes to the global transcriptome upon knockdown that were similar to *Sox2* RNAi^31^. Association between Sox2 and these lncRNAs is based upon a pull-down-type experiment in which Sox2 was immunoprecipitated and the *ES1* and *ES2* transcripts quantified in the bound fraction, although whether this is direct or mediated via other proteins was not determined^31^. This type of analysis also identified a Sox2 association with the rhabdomyosarcoma 2-associated transcript (*RMST*), a lncRNA proposed to regulate the Sox2-dependent expression of neuronal differentiation genes^32^. More recently, analyses of the protein interactome of Sox2 in mouse embryonic stem cells identified a number of RNA-binding protein partners, indicating the potential for broader association of Sox2 with the transcriptome^33^. A separate approach that identifies proteins involved in ribonucleoprotein (RNP) complexes also implicated Sox2 as associating with RNA, but again, whether this association is direct or indirect remains unknown^34^.

To determine the nature of the association of Sox2 with RNA, we investigated its ability to directly interact with RNA both in vitro and in vivo. In this study, we measured the binding affinity of Sox2 for *ES2* lncRNA using fluorescence anisotropy (FA) supplemented with an electrophoretic mobility shift assay (EMSA). We observed that Sox2 binds *ES2* directly with high affinity through its DNA-binding HMG domain. Using a minimization approach and a library of RNA hairpins designed to test structural contributions to affinity, we found that Sox2-HMG does not bind a single specific site within *ES2* but rather generally binds RNAs with a high degree of double-stranded character. To further define the RNA-binding characteristics of the Sox2-HMG domain, we compared the binding modes of DNA and RNA using biochemical and biophysical approaches including NMR spectroscopy and alanine scanning mutagenesis. These data revealed that the HMG domain uses the same surface to bind DNA and RNA, but only a partially overlapping set of amino acids are used to bind each with high affinity. To complement the in vitro biochemical data, we used formaldehyde RNA immunoprecipitation (fRIP) and UV-RNA immunoprecipitation (UV-RIP) in mouse embryonic stem cells (mESC) to establish that Sox2 directly interacts with RNA in vivo. Collectively our data determine that Sox2 directly binds RNA in vitro and in vivo—with high-affinity and low-specificity substrate properties.

## Results

### Sox2 directly binds *ES2* RNA in vitro with high affinity

While Sox2 has been observed indirectly associated with several lncRNAs^31,32,35^, a direct interaction has yet to be established. To unambiguously determine whether Sox2 directly binds RNA, we used fluorescence anisotropy (FA) to monitor binding in vitro with highly purified components. The interaction of Sox2 with a fluorescein-labeled DNA containing the *FGF4* enhancer element (sequences of all DNAs used in this study are shown in Supplementary Table 1 and RNA sequences in Supplementary Table 2), which contains a well-characterized Sox2-binding sequence^36^, yielded an apparent equilibrium dissociation constant (*K*_D,app_) of 2.1 ± 0.6 nM ((*n* = 4) standard error of the mean (s.e.m.)) for the high-affinity transition (Fig. 1a, b), which is well within the range of prior measurements (0.4 nM^37^ to 15 nM^38,39^). As evidence for site-specific DNA binding, Sox2 binds poorly to single-stranded DNA containing the consensus site and DNA lacking the consensus site. Each of these ligands binds with >200-fold lower affinity than the *FGF4* enhancer sequence (Fig. 1a, b).

**Fig. 1:**
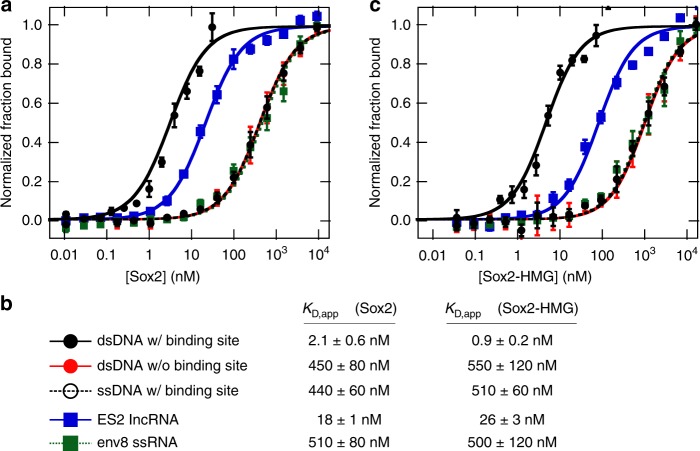
Nucleic acid binding by Sox2 and Sox2-HMG. **a** Average binding curves of full-length Sox2 to nucleic acid ligands. Curves are presented as the average of normalized fraction bound with error bars displaying the standard deviation. **b** Figure legend and measured binding affinity values for panels (**a**) and (**c**). Values are presented as the average and s.e.m. of *n* = 4 technical replicates with the exception of Sox2-HMG/*ES2* which is the average and s.e.m. of *n* = 10 technical replicates. **c** Representative binding curves of the Sox2-HMG domain to nucleic acid ligands. Curves and error bars displayed as in panel (**a**).

To assess direct interaction between Sox2 and RNA, binding to the *ES2* lncRNA (354 nucleotides (nts)^31^) was performed. This RNA was selected for initial study due to the experimental tractability of its short length compared with other proposed interacting transcripts^31,32,35^ (e.g., *RMST*, 2.5 kb). The FA assay reveals that Sox2 binds *ES2* with a *K*_D,app_ of 18 ± 1 nM (*n* = 8, s.e.m.) (Fig. 1a, b). This is a modestly weaker affinity than observed for consensus DNA binding but significantly tighter than non-specific binding to ssDNA and non-consensus DNA. Binding was also assessed to a ssRNA consisting of five repeats of the sequence 5ʹ-AUACAAC, which lacks stable secondary structure^40^. Sox2 binds this RNA with an affinity equivalent to that of ssDNA and non-consensus DNA (Fig. 1a, b). These data reveal that Sox2 can directly interact with RNA in vitro and that its RNA-binding activity has structural and/or sequence requirements.

### The Sox2-HMG domain mediates interactions with RNA

As the only known nucleic acid-binding domain within Sox2^41^, we hypothesized that the HMG domain was responsible for interaction with RNA. The binding affinity of the Sox2-HMG domain (amino acids 40–123) was evaluated for the same nucleic acids described above. We observe that Sox2-HMG fully recapitulates the binding profile exhibited by the full-length protein (Fig. 1b, c). The agreement between these two data sets clearly demonstrates that the Sox2-HMG domain is fully responsible for mediating interactions with both DNA and RNA. Further, the magnitude of the measured binding affinity for *ES2* supports its biological relevance, as the *K*_D,app_ falls within the range of observed affinities for experimentally validated Sox2 sites in the genome (Supplementary Table 1)^37,42,43^.

### Sox2-HMG binds several sites in *ES2* RNA with high affinity

An unbiased minimization approach was taken to identify a potential specific Sox2-binding site within *ES2* lncRNA. The secondary structure of *ES2* in the cellular context is unknown, preventing a structure-based deletion analysis approach. Instead, the full-length RNA was segmented using two distinct strategies into either three overlapping or four nonoverlapping equally sized segments (Fig. 2a) and the apparent binding affinities to this set of RNA constructs was measured. Unexpectedly, we find that the Sox2-HMG domain binds all *ES2* fragments with nearly the same affinity (Fig. 2a). The ability of Sox2 to bind all fragments suggests that it does not have a single, discrete binding site within *ES2*, but rather interacts with a common RNA structural element.

**Fig. 2:**
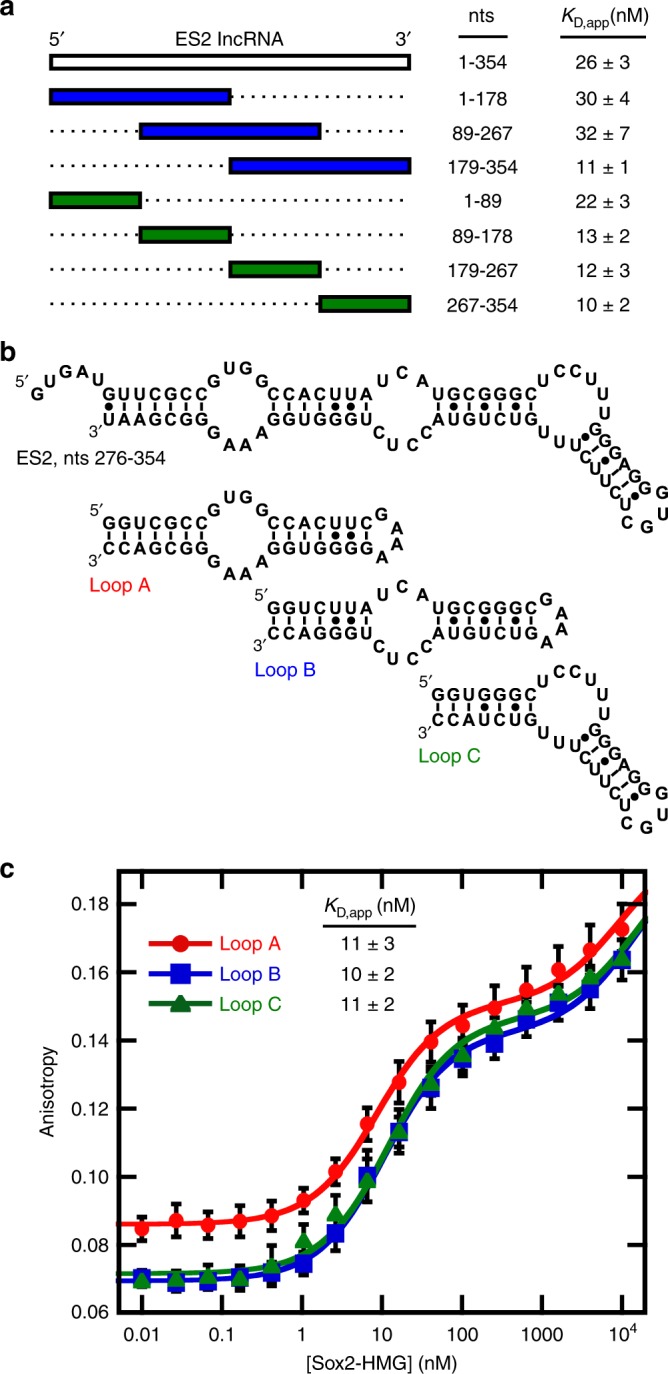
Deletion analysis of the *ES2* lncRNA. **a** Schematized depiction of the *ES2* lncRNA and the segmented transcripts. Apparent binding affinity displayed as the average and s.e.m. of *n* = 6 technical replicates excluding 1–354 ES2, which is *n* = 10 technical replicates). **b** Sfold^44^ predicted secondary structure of *ES2*, nts 276–354, and minimized loop constructs. **c** Average binding curve for each Sox2-RNA interaction with error bars displaying the standard deviation of each measurements. *K*_D,app_ is reported for the first transition and presented as the average and the s.e.m. of *n* = 6 technical replicates.

To further define the RNA sequence and/or structure features that the Sox2-HMG domain binds, a representative fragment of *ES2* (nts 267–354) was further divided into three RNAs that preserve both the sequence and computationally predicted secondary structure of the parental RNA element (Loops A–C; Fig. 2b)^44^. These fragments constitute a set of overlapping RNA hairpins, each centered upon a single internal loop flanked by the paired regions and capped with either a GAAA or GUGC tetraloop. Sox2-HMG binds each of these *ES2*-derived hairpins with equivalent affinity (Fig. 2c), indicating that Sox2 does not recognize RNA in a sequence-specific fashion.

### Sox2 prefers to interact with double-stranded RNA elements

To further delineate the structural requirements for high-affinity binding by Sox2-HMG, mutations were made to the Loop B RNA identified in the *ES2* deletion analysis (Fig. 3a, secondary structures provided in Supplementary Fig. 3). Reducing the length of either or both paired regions by two base pairs did not substantially impact observed binding affinity (Fig. 3b). To assess the possibility that Sox2-HMG recognizes the internal loop region of the hairpin RNA, a series of mutations were made that systematically convert the internal loop to duplex RNA (Fig. 3c). Again, no detectable difference in Sox2-HMG binding affinities was observed between these bulged and duplex RNAs, suggesting that a hairpin is all that is required for Sox2-HMG/RNA binding. To identify the minimal RNA hairpin that supports Sox2-HMG binding, we used three truncated hairpins derived from the fully paired internal loop with a sequential reduction of four base pairs down to a five base-pair hairpin. While the affinity was reduced compared with some of the other RNAs, binding affinities tighter than 100 nM were still observed (Fig. 3d). These data reveal that Sox2-HMG can interact with hairpins of the size that are likely to be present in most RNA transcripts.

**Fig. 3:**
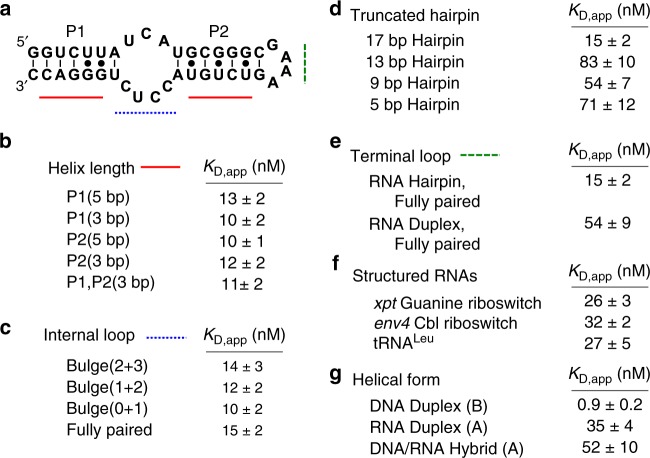
Interrogation of RNA features for high-affinity interaction with Sox2-HMG. **a** Secondary structure of the Loop B RNA with the designated paired regions (P1 and P2), internal loop (blue dotted line), and terminal loop (green dashed line). Binding assessed to mutations **b** reducing paired region helix length, *n* = 8, **c** reducing the internal loop size, *n* = 8, **d** truncation of hairpins, *n* = 3 **e** removing the terminal loop, *n* = 6, **f** structured RNAs, xpt riboswitch and env4 Cbl riboswitch, *n* = 4, tRNA^Leu^, *n* = 3, and **g** nucleic acid duplexes with *n* = 3 technical replicates each. Apparent binding affinity displayed as the average with s.e.m. reported.

To examine whether Sox2 exclusively binds hairpin motifs, we interrogated the terminal loop that caps each of the hairpins. Binding between Loops A, B, and C are practically indistinguishable (Fig. 2c) although Loop A and B RNAs have a GAAA tetraloop whereas Loop C has a GUGC terminal loop. To assess contributions of the tetraloop/terminal loop, the Loop B and Loop B/fully paired RNAs were recreated as a two-piece RNA duplex. The two-piece Loop B RNA was unable to anneal with high efficiency, precluding characterization, but Loop B/fully paired readily formed the appropriate duplex structure. Sox2-HMG exhibited a 3.5-fold decrease in binding affinity for the Loop B/fully paired duplex lacking the tetraloop (Fig. 3e). Together, these data indicate that Sox2-HMG principally interacts with A-form double-stranded regions of RNA with other features, such as internal and terminal loops, playing minor or negligible roles in promoting protein–RNA interactions.

Based upon the above findings, we hypothesized that Sox2-HMG binds other RNAs and A-form helices with similar affinities. Toward this end, we first measured the apparent binding affinity of Sox2-HMG for three highly structured RNAs derived from bacteria: two riboswitches and tRNA^Leu^ (Fig. 3f). Remarkably, these RNAs bind Sox2-HMG with affinities comparable to the *ES2* lncRNA. To further test the hypothesis that Sox2-HMG primarily recognizes A-form helices, we prepared a hybrid DNA/RNA duplex based upon the Loop B/fully paired RNA duplex in which the unlabeled RNA strand was replaced by the equivalent DNA. Sox2-HMG binds this hybrid duplex with a comparable affinity (52 ± 10 nM (*n* = 3, s.e.m.)) as the RNA duplex (Fig. 3g), providing additional evidence that Sox2-HMG broadly recognizes A-form nucleic acids. Together, these data indicate that Sox2-HMG should be considered, in addition to being a transcription factor, an RNA-binding protein. In addition to interacting with DNA, this activity would enable Sox2 to also interact with a broad spectrum of RNAs in the cell.

### DNA and RNA binding to Sox2-HMG is mutually exclusive

To determine if DNA and RNA binding to Sox2 are mutually exclusive, equilibrium competition binding experiments were performed by titrating fluorescently labeled nucleic acid/protein complex with increasing amounts of unlabeled nucleic acid competitor. For these experiments we used two high-affinity nucleic acid ligands: the DNA duplex containing the *FGF4* enhancer Sox2-binding site and Loop B/Bulge(0 + 1) hairpin RNA. DNA and RNA competitively bind Sox2-HMG with apparent inhibition constants (*K*_I,app_) consistent with directly measured dissociation constants (DNA_FAM_ with RNA_unlabeled_ = 13 ± 4 nM (*n* = 3, s.e.m.); RNA_FAM_ with DNA_unlabeled_ = 1.0 ± 0.2 nM (*n* = 3, s.e.m.)) (Fig. 4a). As a control, the observed anisotropy of the fluorescently labeled ligand does not change while titrating unlabeled nucleic acid in the absence of Sox2-HMG (Supplementary Fig. 4). Moreover, self-competition between fluorescently labeled and unlabeled nucleic acid ligands yield apparent inhibition constants consistent with binding affinities as determined by direct titrations (Supplementary Fig. 4). Together, these data indicate that Sox2-HMG uses the same or largely overlapping surfaces to interact with DNA and RNA.

**Fig. 4:**
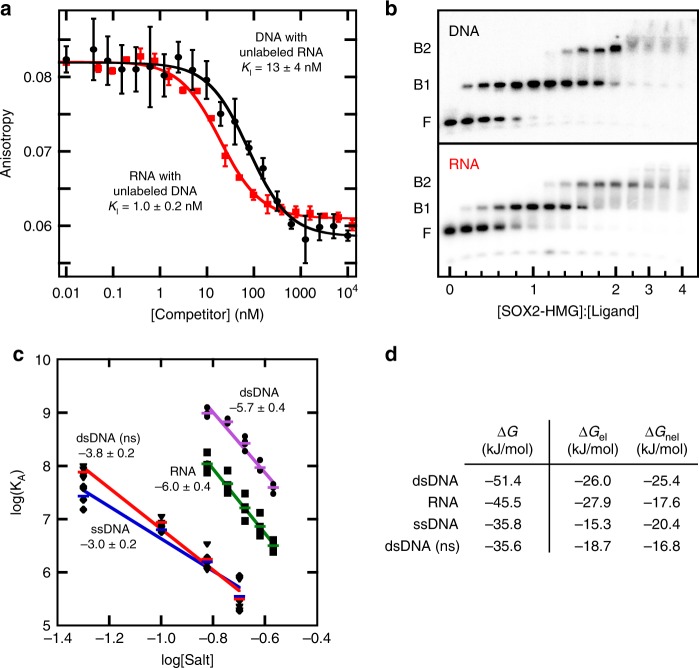
Characterizing the nucleic acid-binding modes of Sox2-HMG. **a** Equilibrium competition binding assays measuring the anisotropy of the labeled nucleic acid as a function of unlabeled competitor. Binding curves presented as the average of *n* = 3 technical replicates with the error bars reflecting their s.d. **b** Determination of complex stoichiometry by EMSA. Migration of the radiolabeled nucleic acid species as a function of [Sox2-HMG]:[Ligand]. Bands are denoted as F (free), B1 (bound species 1), and B2 (bound species 2). Quantification provided in Supplementary Fig. 5. **c** Analysis of the salt dependence of the Sox2-HMG/nucleic acid interactions. The colored bars show the measured binding affinities as the average of the *n* = 4 with the standard error reported (black shapes). The calculated slope of each linear regression is provided. **d** The calculated values of the electrostatic (Δ*G*_el_) and non-electrostatic (Δ*G*_nel_) components to binding the indicated nucleic acid ligand under the standard reaction conditions.

### Sox2-HMG forms 1:1 and 2:1 complexes with both DNA and RNA

While the Sox2-HMG domain engages site-specific DNA as a monomer, it is possible that RNA binding is achieved as dimer or other higher-order multimer. The binding stoichiometry of Sox2-HMG to DNA and RNA was assessed using an electrophoretic mobility shift assay where the concentration of labeled nucleic acid greatly exceed the *K*_D_ (Fig. 4b). In this assay, Sox2-HMG shows similar behavior in binding DNA and RNA with two discrete binding transitions. The first bound complex (B1, Fig. 4b) for each nucleic acid saturates at a 1:1 protein:RNA ratio while the second bound state (B2, Fig. 4b) corresponds to a 2:1 protein:RNA complex (Supplementary Fig. 5). The B1 complex corresponds to the high-affinity interaction observed for either ligand and is consistent with the 1:1 stoichiometry observed for the Sox2-HMG:DNA in solution and crystal structures^45,46^. The second shift represents a weak non-specific binding event such as that observed for non-consensus DNA ligands and present at high protein concentrations in equilibrium binding measurements for high-affinity DNA and RNA ligands (>1 µM Sox2-HMG domain). Thus, the stoichiometric binding properties of Sox2 to DNA and RNA are the same.

### Sox2 recognizes RNA and DNA with similar electrostatics

Structures of Sox2-HMG/DNA complexes revealed extensive use of electrostatic interactions to facilitate binding^45,46^; if the Sox2-HMG domain recognizes RNA in a similar fashion as site-specific DNA, then it is expected to be similarly electrostatically driven. To assess the electrostatic contributions to nucleic acid binding, the salt dependence of Sox2-HMG/nucleic acid interactions was determined by measuring *K*_D,app_ as a function of monovalent salt concentration (Fig. 4c)^47^. For the *FGF4* enhancer sequence, we observed a log-linear behavior over a range of NaCl concentrations from 0.15 to 0.27 M. The magnitude of the slope associated with binding is −5.7 ± 0.4 (*n* = 4, standard error), corresponding to 8.2 counterions released. This observation is consistent with the 9 basic amino-acid side chains within 5 Å of the phosphate backbone in a crystal structure^45^ and 10 of these type of contacts present in an NMR structure of the Sox2-HMG/DNA complex^46^. Using a similar approach for RNA binding, we observed a slope of −6.0 ± 0.4 (*n* = 4, standard error), corresponding to 8.7 released counterions. This result indicates that Sox2-HMG uses a similar number of electrostatic interactions to contact DNA and RNA. By comparison, the slopes associated with binding ssDNA and non-specific DNA are substantially less (−3.0 ± 0.2 (*n* = 4, standard error) and −3.8 ± 0.2 (*n* = 4, standard error), respectively), suggesting that the mode of RNA recognition is more similar to that of site-specific DNA binding than to that of non-specific binding. Separating electrostatic (Δ*G*_el_) and non-electrostatic (Δ*G*_nel_) components of binding^48^ reinforces this conclusion, as DNA and RNA have a similar Δ*G*_el_ that is significantly larger than ssDNA and non-specific DNA (Fig. 4d). However, Δ*G*_nel_ for RNA binding more closely aligns with ssDNA and non-specific DNA. Further, the reduced Δ*G*_nel_ contribution to RNA binding supports the observation that the Sox2-HMG domain binds RNA with no apparent sequence specificity.

### Sox2-HMG is partially ordered upon RNA complex formation

To evaluate the structural features of the Sox2-HMG/RNA complex, we collected and compared ^1^H–^15^N HSQC NMR spectra of ^15^N-labeled Sox2-HMG in the free, DNA- and RNA-bound states. The nucleic acid ligands used for these experiments were a DNA duplex corresponding to the *FGF4* enhancer, Loop B/Bulge(0 + 1), and a fully base-paired RNA hairpin (Supplementary Fig. 3). In the absence of ligand, the Sox2-HMG domain appears loosely structured, as there are discrete crosspeaks on the periphery of a set of resonances characterized by poor dispersion. Upon binding a specifically recognized DNA ligand, the resonances become uniformly narrow and well-dispersed, indicative of the formation of a discrete ordered structure (Fig. 5a), consistent with disorder-to-order transitions observed for other sequence-specific HMG domains^49–51^. In contrast, the Sox2-HMG/RNA complex exhibits spectral properties that is in between the unbound and DNA-bound protein (Fig. 5b). While there remain a number of broad and poorly dispersed resonances as observed in the free protein, a subset of crosspeaks become significantly sharper and well resolved, suggesting that the Sox2-HMG domain becomes partially ordered upon RNA binding. This notable difference from DNA complex formation indicates that the Sox2-HMG engages DNA and RNA differently.

**Fig. 5:**
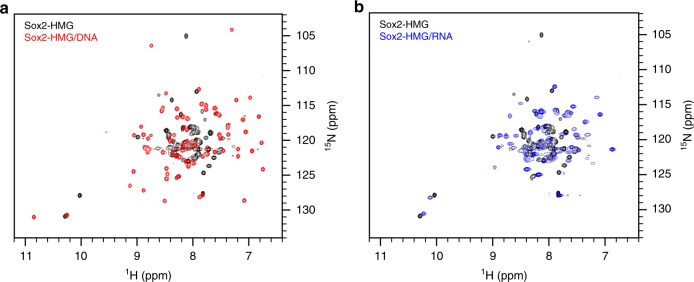
Structure analysis of Sox2-HMG/nucleic acid-binding modes. **a** ^1^H–^15^N HSQC NMR spectrum of Sox2-HMG (black) overlaid with the spectrum of the Sox2-HMG/DNA complex (red). The DNA sequence used in this experiment was derived from the *FGF4* enhancer, corresponding to the sequence shown in Supplementary Table 1. **b** ^1^H–^15^N HSQC NMR spectrum of Sox2-HMG (black) overlaid with the spectrum of the Sox2-HMG/RNA complex (blue). The RNA sequence used in this experiment was the hairpin Loop B/Bulge(0 + 1) (Fig. 3c).

### Distinct residues of Sox2-HMG interact with DNA and/or RNA

A comprehensive alanine scan of the Sox2-HMG domain was performed to define and compare the amino acids that make thermodynamic contributions to DNA and RNA recognition. Amino acids in Sox2-HMG known to interact with specific site DNA^45,46^ or that have a known propensity to interact with nucleic acids were selected for analysis^52^. This led to the selection of 48 out of 84 residues in the Sox2-HMG domain for mutation to alanine, a set which covered nearly the complete surface of the protein. The affinity of each mutant in the Sox2-HMG domain for DNA and Loop B/Bulge(0 + 1) hairpin RNA was measured using the FA assay; a range of *K*_D,app_ values from 0.7 ± 0.2 (*n* = 3, standard deviation (s.d.)) to 590 ± 30 (*n* = 3, s.d.) nM were observed. To use this data to visualize the DNA and RNA-binding surface of the HMG domain (an annotated cartoon of the structure of the Sox2-HMG/DNA complex is provided in Supplementary Fig. 6 for reference), the *K*_rel_ (defined as *K*_D,app_(mutant)/*K*_D,app_(wild type)) of each mutant (Supplementary Table 7) was mapped onto the crystal structure of the Sox2-HMG/DNA complex^45^ (Fig. 6a). It should be noted that this visualization onto the DNA-bound structure assumes the Sox2-HMG domain is structured the same way in DNA and RNA complexes, and while this is likely not rigorously accurate in light of the above NMR data, it serves as a useful framework for a comparative analysis.

**Fig. 6:**
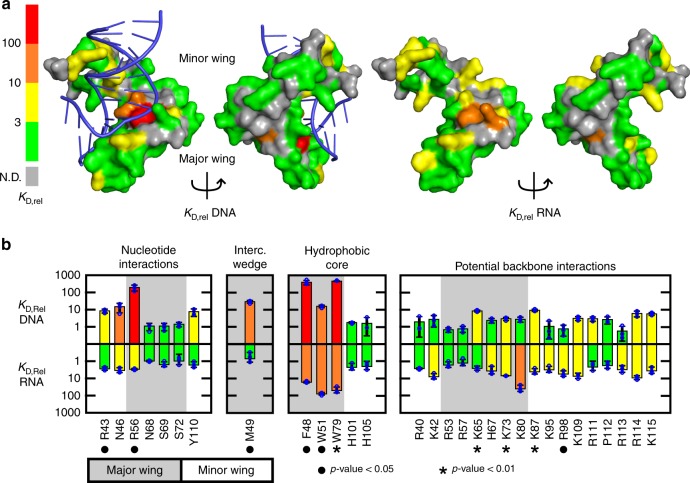
Characterization of the base-specific contributions to nucleic acid binding. **a** The relative binding affinities (*K*_D,rel_) for DNA and RNA are mapped to the Sox2-HMG surface (PDB ID 1GT0) according to the color scale to the left. **b** Plotted *K*_D,rel_ values for DNA and RNA binding colored according to the scale in panel (**a**). The values of *K*_D,rel_ are presented as the average and s.d. of *n* = 3 technical replicates. Bars above a gray background correspond to the Sox2-HMG major wing whereas a white background denotes the Sox2-HMG minor wing. *P*-values for the difference between *K*_D,rel_(DNA) and *K*_D,rel_(DNA) were calculated by the Student’s *t*-test assuming non-parametric distribution. All measured binding affinities and *p*-values for the alanine mutagenesis are provided in Supplementary Table 7.

We find that, while residues important for DNA and RNA-binding cluster on the same face of the protein (Fig. 6, Supplementary Fig. 8), they do not play equivalent thermodynamic roles in DNA and RNA binding. For example, amino acids mediating base-specific DNA contacts play a much greater role in DNA-relative to RNA binding. Specifically, amino acids recognizing the core 5ʹ-dTTGT consensus motif have the greatest contribution to DNA affinity (Fig. 6b). Asn46, which hydrogen bonds with bases at the 5ʹ-TG step, and Arg43 and Tyr110, which interact with the subsequent 5ʹ-GT step, reduce Sox2-HMG DNA-binding affinity approximately 10-fold when substituted with alanine. Additionally, DNA-binding affinity is reduced by substitution of Arg56, which is also believed to be a base-specific interaction^45^. In contrast to DNA binding, RNA binding is only modestly affected by alanine substitution of Asn46 or Arg56 and unaffected by mutation of Arg43 and Tyr110. A second striking difference between DNA and RNA binding is observed for the intercalating Met49 residue that typifies HMG domain binding to the minor groove leading to the characteristic kinking of DNA^53^. Mutation of this residue to alanine substantially reduces DNA binding while maintaining RNA-binding activity. This suggests the characteristic bending function facilitated by intercalation of Met49 is not an essential component of the RNA interaction. Overall, none of the amino acids involved in base-specific contacts to DNA are critical for RNA binding, consistent with the non-sequence specific nature of RNA binding exhibited by the Sox2-HMG.

While we observed that the net number of electrostatic interactions in specific site DNA and RNA binding are the same, mutational analysis reveals that the residues in Sox2-HMG likely mediating these interactions are more important for RNA binding. Moreover, comparison of the contribution of individual surface arginine and lysine residues to binding affinity revealed that the identity of these residues is not completely conserved between the DNA and RNA complexes (Fig. 6). For example, RNA-binding activity is much weaker than DNA binding when Lys80, Lys95, Arg98, or Arg113 is mutated to alanine. In contrast, several basic amino acids, such as Lys87, Lys109, Arg113, and Arg114, have similar effects on both DNA and RNA binding when mutated to alanine. Of the 17 basic residues within the Sox2-HMG domain whose mutation to alanine decreases binding affinity for either DNA or RNA substrate by at least 2.5-fold, 11 of those mutants have a greater impact on RNA binding (Supplementary Table 7), indicating that electrostatic interactions play a larger thermodynamic role in RNA recognition.

In contrast to the differential use of surface residues for DNA and RNA binding, amino acids in the core of the HMG domain have similar impacts upon binding both substrates. Amino acids within the major wing (Phe48, Trp51, and Trp79) have a large impact on binding of DNA and RNA, while several residues involved in the hydrophobic core of the minor wing (His101 and His105) have essentially no effect. These data indicate that the folding and stability of the major wing of the HMG domain is critically important for high-affinity recognition of both DNA and RNA.

### Sox2 interacts with RNA in mESC

Our in vitro analysis demonstrated that Sox2-HMG is a robust RNA-binding domain, raising the question of whether RNA binding also occurs in vivo. To determine if Sox2 has direct RNA interactions, we used ultraviolet (UV) crosslinking immunoprecipitation followed by deep sequencing (UV-RIP-seq), a technique that retrieves directly cross-linked RNA–protein interactions (Fig. 7a)^54^. First, we validated the specificity of the Sox2 antibody and ability to specifically and quantitatively immunoprecipate Sox2 with magnetic beads using western blot (Supplementary Fig. 9). 

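For UV-RIP, male mouse embryonic stem cells (mESC) grown in 2i/LIF medium were exposed to 254 nm UV light at 400 mJ/cm2, which crosslinks protein to RNA in direct contact. Sox2 was immunoprecipitated (IP) from 4 plates, and each IP library has an input library from the same lysate, giving 8 libraries. The authors deposited the number of unique molecular identifiers (UMIs) counted on each gene body, introns included, for 53379 genes, without normalization. A UMI counts an original RNA fragment once however often it was amplified. The total was between 14218784 and 17281596 UMIs in the IP libraries, with a median of 15588593.5, and between 12456298 and 13828610 in the input libraries, with a median of 12849773.5. Over all 16 libraries of both crosslinkers the mean was 15.6 M UMIs on genes, whereas the paper's stated depth is 20 M reads per sample. The authors mapped the reads with STAR, discarded reads that did not map uniquely and counted on GENCODE vM16 with featureCounts. From these counts, IP was compared with input by edgeR's quasi-likelihood test with the replicate number as a block and the total UMIs as library size. The test covered 22936 genes with 3 or more UMIs in at least 1 of the 16 libraries. A gene was called enriched at a fold change above 1.5 and a Benjamini-Hochberg adjusted p below 0.05, the thresholds the paper states in its results. The choice of library size could change the numbers, because 1 gene, Gm26917, took between 18.35% and 22.34% of the UMIs in the IP libraries and between 12.03% and 12.29% in the input libraries.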

We next performed UV-RIP in which mESC were exposed to UV (254 nm) and RNA that was coprecipitated with the Sox2 antibody was subjected to RNA sequencing analysis. To ensure sequencing reads were not amplification artifacts we employed unique molecular IDs (UMI)^55,56^.

**Fig. 7:**
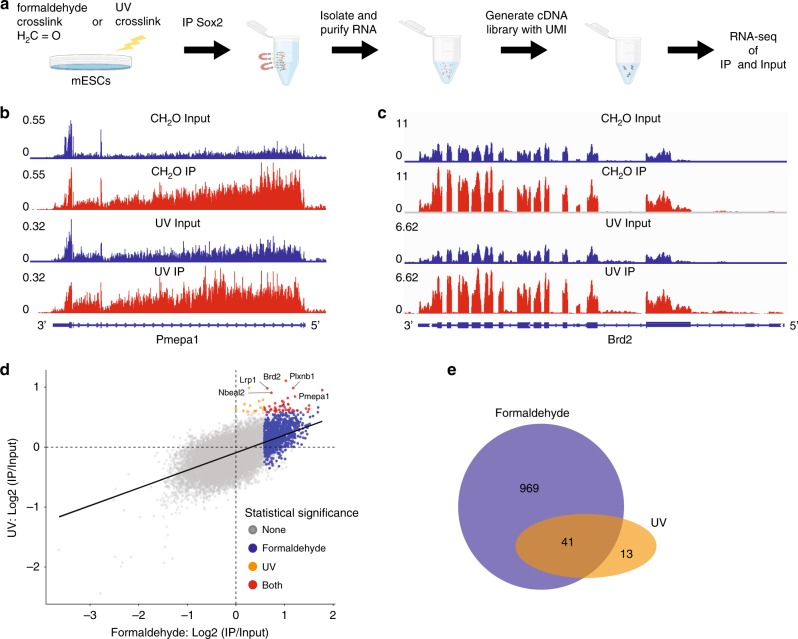
Sox2 interacts with RNA in mESC. **a** Schematic of fRIP and UV-RIP-Seq experimental flow. **b**, **c** Examples of enriched genes (Pmepa1 and Brd2) identified by both formaldehyde (“CH_2_O”) and UV-based RIP-seq. Each panel describes normalized coverage of sequencing reads (RPM: reads per million reads). **d** Correlation of enrichment between fRIP and UV-RIP. A dot represents a gene and each axis describes the fold change of IP relative to input in log scale. A color indicates statistical significance of enrichment (FDR-adjusted *p*-value<0.05): blue significant only by formaldehyde, orange: significant only by UV, red: significant by both formaldehyde and UV. **e** Overlap of genes enriched in both fRIP and UV-RIP. Data for both fRIP (*n* = 4) and UV-RIP (*n* = 4) are obtained from eight total distinct cell culture plates.

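Pmepa1 (ENSMUSG00000038400.15) lies on the minus strand of chromosome 2 of GRCm38 from 173224458 to 173276533. In fRIP it had 251 ± 17.5 CPM in the IP (SD, n = 4) and 71.2 ± 18.5 in the input (SD, n = 4), a log2 fold change of 1.86 (standard error 0.10, adjusted p = 6.32e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In UV-RIP it had 148 ± 15.0 CPM in the IP (SD, n = 4) and 76.0 ± 4.29 in the input (SD, n = 4), and its log2 fold change of 0.96 was smaller than in fRIP by 0.90 (adjusted p = 2.33e-06 from the edgeR interaction test over all 16 libraries). Brd2 (ENSMUSG00000024335.19) had 584 ± 50.0 CPM in the fRIP IP and 280 ± 20.8 in its input (SD, n = 4 each). In UV-RIP it had 366 ± 52.8 in the IP and 166 ± 7.21 in the input (SD, n = 4 each). Its log2 fold changes of 1.06 in fRIP and 1.13 in UV-RIP did not differ beyond the spread between replicates (adjusted p = 0.691 from the edgeR interaction test), although without replicate 4 the difference was -0.23 and past the threshold.

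**Figure D1:**
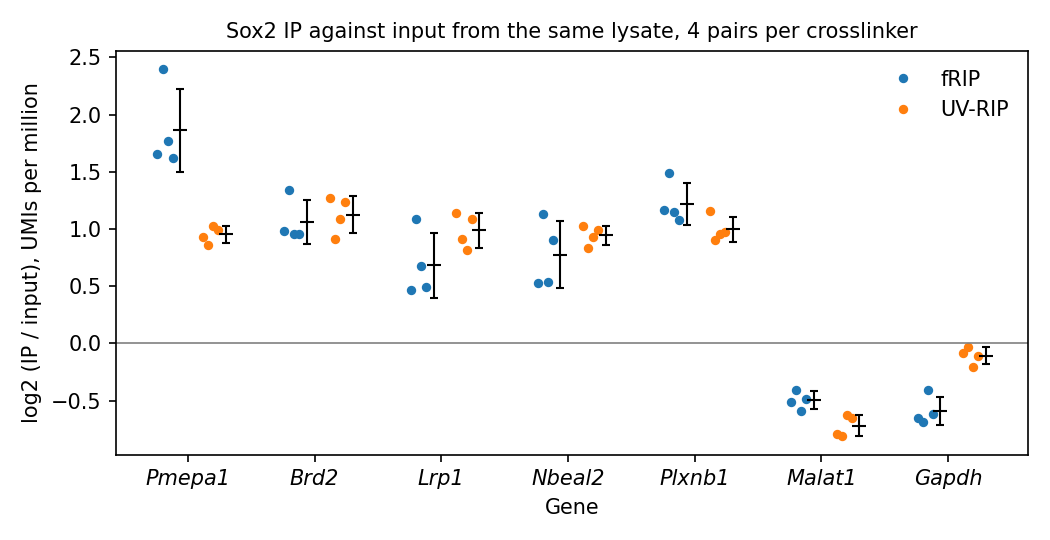
Log2 ratio of IP to input in CPM for 7 genes, with each point 1 of 4 pairs from the same lysate and the black mark and bar the mean and SD of the 4 pairs. Pmepa1 lies between 1.62 and 2.40 in fRIP and between 0.86 and 1.03 in UV-RIP, and both Malat1 and Gapdh lie below 0 in all pairs, although the UV-RIP log2 fold change of Gapdh was 0.075 under TMM scaling.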

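Across the 22936 genes tested, the log2 fold changes in fRIP and UV-RIP had a Pearson correlation of 0.23 and a Spearman correlation of 0.34, and the least-squares slope of UV-RIP on fRIP was 0.19. Across the 10208 genes with a mean of 100 or more UMIs per library, the Pearson correlation was 0.68, the Spearman correlation 0.65 and the slope 0.37. These correlations are across genes, which are not independent replicates. The median log2 fold change of all genes tested was -0.03 in fRIP and -0.17 in UV-RIP.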

A total of four biological replicates for Sox2 UV-RIP were performed under conditions that maintained pluripotency in mESCs. Each sample was subjected to RNA sequencing to an average read depth of ~20 million reads per sample. To determine if the Sox2 UV-RIP is enriched for specific RNA targets relative to the input, we mapped the sequenced reads using a splicing-aware aligner to the mouse genome (mm38) with gene annotation derived from GENCODE (vM16). A regression-based statistical test was used to identify enriched RNA species in the IP relative to the input. An RNA species was considered to be enriched if it had a >1.5-fold change (FC) and false discovery rate (FDR)-adjusted *p*-value of <0.05. 

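In UV-RIP, 156 of the 22936 genes tested were enriched in the IP relative to the input, and 1268 were depleted by the same fold. Of the enriched genes, 114 are annotated as protein-coding, and 139 had a higher normalized count in the IP than in the input in all 4 pairs. The median log2 fold change of the enriched genes was 0.73. Scaling by edgeR's TMM factors raised the enriched genes to 505 and lowered the depleted genes to 425, so which direction had more calls depends on the scaling. DESeq2 called 289 enriched and 233 depleted genes with median-of-ratios size factors, and 76 enriched genes with total UMIs as size factors. Lrp1, a receptor gene on chromosome 10 of GRCm38 from 127538161 to 127621148, had 155 ± 14.9 CPM (the UMIs of the gene scaled by the total UMIs of the library) in the IP (SD, n = 4) and 77.9 ± 3.48 in the input (SD, n = 4). Its log2 fold change was 0.99 (standard error 0.04, adjusted p = 5.28e-110 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Plxnb1, on chromosome 9 from 109095389 to 109119917, had a log2 fold change of 1.00 and was higher in the IP in 4 of 4 pairs. Nbeal2 had a log2 fold change of 0.95. Among enriched genes with a mean of 10 or more UMIs per library, the largest fold changes were in genes with few UMIs. Gm6158, a processed pseudogene whose reads could be split with its parent gene, had a log2 fold change of 1.23 with between 4 and 9 UMIs in the input libraries. The abundant nuclear RNA Malat1 was lower in the IP in all 4 pairs, with a log2 fold change of -0.72. From the enrichment under UV crosslinking, the paper proposes that Sox2 interacts directly with these RNAs in mESC. Every library is a Sox2 IP or an input. Without a control IP, RNA held by the beads or the antibody cannot be set apart from RNA held by Sox2.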

Using this approach, we identified 54 RNA species that were enriched with UV crosslinking, suggestive of Sox2-direct RNA interactions in mESC (Fig. 7b–e).

To confirm the results of UV-RIP as well as potentially observe a more expansive Sox2-RNA interactome, we performed formaldehyde cross-linked immunoprecipitation (fRIP) (Fig. 7a)^57^. fRIP has the advantage of not only detecting direct Sox2-RNA interactions, but also interactions that arise due to proximity to Sox2. 

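For fRIP, mESC were crosslinked with 0.1% formaldehyde, which also joins proteins to each other, so that RNA held near Sox2 through other proteins can be recovered. There were 4 IP libraries and 4 input libraries from a further 4 plates. The IP libraries held between 17728081 and 21211537 UMIs on genes, with a median of 19318563, and the input libraries between 13627606 and 15381686, with a median of 14022180.5. The authors made these counts in the same way as for UV-RIP, and the same test was applied to these libraries alone. The spread between replicates was larger than in UV-RIP, with a common dispersion of 0.00900 in fRIP and 0.00124 in UV-RIP. The input library of replicate 4 had 2.81% of its UMIs on genes annotated as miscellaneous RNA, against 0.349% to 0.62% in the other input libraries. In the IP library of replicate 5, Gm26917 took 12.43% of the UMIs.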

Four independent biological replicates of fRIP were performed in which mESCs were cross-linked with 0.1% CH_2_O and subsequently treated using the same methods as in UV-RIP. In contrast to UV-RIP, in fRIP we found many more enriched RNA interactions with Sox2—over a thousand compared with 54 in UV-RIP. 

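In fRIP, 2018 genes were enriched and 2448 were depleted in the IP relative to the input. Of the enriched genes, 1522 are annotated as protein-coding, and 1971 were higher in the IP in all 4 pairs. With each replicate left out in turn, between 1796 and 2027 genes were enriched. Among the genes with a mean of 100 or more UMIs per library, 1172 were enriched in fRIP and 62 in UV-RIP. These were all the genes of that depth past the fold of 1.5, so the adjusted p removed none there. The enrichment of a gene differed between the crosslinkers for 6116 genes by the interaction test in edgeR, with no fold threshold. It was higher in fRIP for 4264 of them. Of the 1916 genes enriched in fRIP alone, 1420 passed this test. Under TMM scaling 5872 genes differed, 4914 of them among the 6116. That scaling moved the median log2 fold change from -0.17 to 0.01 in UV-RIP and from -0.03 to 0.02 in fRIP. The direction was not counted under it, so the 4264 may depend on the scaling.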

Importantly, ~75% of UV-RIP interactions were also detected in fRIP (Fisher exact test: *p*-value < 10^−15^), demonstrating the reproducibility of direct interactions in fRIP as well as a more expansive interactome (Fig. 7e). 

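Of the genes enriched in UV-RIP, 102 were also enriched in fRIP, which is 65.4% (one-sided Fisher's exact test over the genes tested, p = 6.16e-69, odds ratio 20.6). An overlap of 13.7 genes would be found by chance. Of the other 54 genes, 7 differed between the crosslinkers in the edgeR interaction test. In fRIP, 150 of the UV-RIP enriched genes had a positive log2 fold change, with a median of 0.89. The share was 59.2% without the replicate block and 81.6% with DESeq2 and total UMIs as size factors. With a trend on GC content removed, an alternative chosen after seeing the data, it was 47.7%, and 38 of the 102 shared genes stayed shared. From the overlap, the paper concludes that the direct interactions are found again in fRIP together with a wider set of RNAs. Background RNA shared by the IPs of both assays could also overlap, and no control IP was sequenced to test this.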

Consistent with the in vitro analysis, we find that in vivo Sox2 is tightly associated with RNAs.

## Discussion

In this study we demonstrate that Sox2 directly interacts with RNA using its HMG domain. In vitro, the Sox2-HMG domain binds the *ES2* lncRNA and a broad set of smaller RNA hairpins with affinities comparable to that of experimentally validated Sox2 DNA-binding sites. Strikingly, we observed that the Sox2-HMG domain has a tighter affinity for both RNA and RNA–DNA duplexes than non-specific DNA, suggesting a strong non-sequence selective binding mode for nucleic acids with non-B-form helical geometry. Analysis of the NMR structure of the closely related SRY–DNA complex^58^ revealed that protein binding distorts the B-form *MIS* DNA to a helical geometry much more A-form in character than B-form (r.m.s.d. = 2.4 and 4.2 Å, respectively)^59^. This preference for bent DNA is consistent with its role as a pioneer transcription factor, as Sox2 binds compact, inaccessible DNA wrapped in nucleosome structures by recognizing partial DNA-binding sites on the nucleosome surface^37^. The pre-bent structure of nucleosomal DNA is believed to facilitate binding of Sox2 to relaxed consensus sequences through shape complementarity of the widened minor groove^37^. A similar phenomenon is observed for TATA-binding protein (TBP), another minor-groove binding protein that binds pre-bent DNA targets with an affinity 100-fold tighter than the unbent state^60^. The preference of the Sox2-HMG domain for DNA deformed from B-form geometry likely also enables it to bind RNAs with A-form double-stranded elements in a non-sequence-specific fashion with high affinity.

The ability of Sox2 to bind pre-bent nucleosomal DNA has been ascribed to its structural flexibility^37^. We propose that it is this feature that enables Sox2 to interact with high affinity to a spectrum of double-stranded non-B-form nucleic acids. This hypothesis is consistent with the observation that Sox2-HMG, like other HMG domains that bind DNA in a sequence-specific fashion, exists in a weakly structured unbound state^61^. The flexible character of the Sox2-HMG domain would allow it to accommodate a range of nucleic acid geometries. This feature is essential for its duality as a pioneer transcription factor and an RNA-binding protein. Given the proclivity of many HMG domains to also bind non-B-form DNA, it would be anticipated that other HMG domains also have significant RNA-binding activities.

Comparison of the results of the UV-RIP and fRIP experiements reveals a number of associations with the transcriptome via a combination of direct protein–RNA and potentially indirect interactions. Our in vitro and UV-RIP experiments support that Sox2 interacts directly with RNA in vivo. The relatively small set of RNAs captured by this experiment may reflect a limited set of direct Sox2 interaction partners in vivo or the relative inefficiency of crosslinking to double-stranded nucleic acids^62^. On the other hand, fRIP is capable of not only identifying direct interactions, but also those that occur through ribonucleoprotein complexes^33,57^. Our fRIP assay captured ~20-fold more potential Sox2-RNA targets than UV-RIP, suggestive that Sox2 may be also be a component of RNPs. 

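The number of enriched genes was 12.9 times higher in fRIP than in UV-RIP. With every library thinned to the same total number of UMIs the ratio was 13.1. With DESeq2 and total UMIs as size factors, the test and scaling that the paper's methods describe, it was 21.6. With DESeq2 and median-of-ratios size factors it was 6.12. It was 4.51 under TMM scaling and 25.3 with DESeq2 and shrunken fold changes. With no fold threshold it was 2.67, and with the fold of 1.5 itself tested it was 42.8. With Gm26917 and Gm42418 left out of the library sizes, which was chosen after seeing the data, it was 5.03. From the larger number of RNAs in fRIP, the paper proposes that Sox2 may be part of ribonucleoprotein complexes.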

While our in vivo data demonstrate that Sox2-RNA interactions occur broadly within the mESC transcriptome, our findings do not provide information about the mechanism(s) by which RNA binding impacts Sox2 function or vice versa. However, our observation of the substantial association of Sox2 with RNA is consistent with previous studies, all of which point to functional Sox2-RNA interactions in cells^30,31,63^.

Our in vitro studies demonstrate that the Sox2-HMG domain interacts non-sequence specifically with small RNA hairpins. These elements are expected to be a pervasive structural element in RNA, thus it is surprising that Sox2 interacts with a limited set of transcripts in vivo. This selective binding to RNA by Sox2 in vivo may be conferred through interactions with other proteins. The Sox2 proteo-interactome, which involves at least 100 proteins, contains many RNA-binding proteins involved in RNA splicing and processing^33,34,64–66^. For example, Sox2 promotes alternative splicing in transitional carcinoma cells^67^. Together, these data suggest that Sox2 may play multiple roles in RNA metabolism either through direct interaction with RNA or via protein partners.

The high-affinity RNA-binding activity of Sox2 revealed by this study underscores a newly appreciated complex interplay between transcription factors and the transcriptome. The large number of transcription factors identified in unbiased transcriptome-wide protein association surveys points toward the pervasive nature of these interactions^8–15^, although relatively few of these have yet been characterized extensively in vitro. Of those that have, a greater theme of RNA structural recognition emerges in light of the sequence recognition observed for DNA. This departure from classical models of transcription factors requires a reassessment of how these proteins establish proper patterns of gene expression across the genome.

## Methods

### Expression and purification of proteins

A gene encoding Sox2 was cloned into the pET28a vector as an N-terminal hexahistidine fusion using standard molecular biological approaches^68^ and the resultant vector sequence verified (sequences provided in Supplementary Table 10). This plasmid was transformed into BL21(DE3) *E. coli* cells for expression. A saturated overnight culture was inoculated into LB medium supplemented with 50 µg/mL kanamycin at a 1:100 dilution and grown at 37 °C until the OD_600_ reached 0.6. Protein expression was induced at 1 mM isopropyl β-D-1-thiogalactopyranoside (IPTG) at 37 °C for 4 h. The cells were pelleted at 2400 × *g*, resuspended in Sox2 lysis buffer (50 mM Tris, pH 7.5, 300 mM NaCl, 0.5 mg/mL lysozyme), and lysed by flash freezing in liquid nitrogen and thawing at 37 °C three times prior to incubation for 1 h with 20 U/mL DNase I. The resulting lysate was pelleted at 22,500 × *g* and the supernatant discarded. The pelleted inclusion bodies containing Sox2 were washed three times with inclusion body wash buffer (50 mM Tris, pH 7.5, 300 mM NaCl, 0.5% Triton X-100) prior to resuspension in Sox2 denaturing buffer (100 mM Na_2_HPO_4_, pH 8.0, 6 M guanidine hydrochloride, 300 mM NaCl, 10 mM imidazole). The denatured Sox2 solution was then incubated with Ni-NTA agarose (Qiagen) at room temperature (RT) for 30 min. The Sox2-bound Ni-NTA agarose was washed in denaturing high salt buffer (100 mM Na_2_HPO_4_, pH 8.0, 8 M urea, 1 M NaCl, 40 mM imidazole) and eluted with Sox2 denaturing elution buffer (100 mM Na_2_HPO_4_, pH 8.0, 8 M urea, 300 mM NaCl, 300 mM imidazole). Purified protein was flash frozen in liquid nitrogen and stored at −80 °C until ready for use, at which point the protein aliquot was refolded by rapid dilution into a physiological salt buffer (10 mM Tris-HEPES, pH 7.5, 135 mM KCl, 15 mM NaCl).

The Sox2-HMG domain (amino acids 40–123) was cloned into pET15b as an N-terminal hexahistidine fusion. BL21(DE3) *E. coli* cells expressing Sox2-HMG were grown in LB medium supplemented with 100 µg/mL carbenicillin inoculated with a saturated overnight culture, grown at 37 °C until the OD_600_ reached 0.6. Protein expression was induced overnight with 1 mM IPTG at 25 °C. The cells were pelleted at 2400 × *g*, resuspended in Sox2-HMG lysis buffer (50 mM Na_2_HPO_4_, pH 8.0, 300 mM NaCl, 10 mM imidazole), and lysed via C3 cell homogenizer. The lysate was clarified at 22,500 × *g* and incubated with Ni-NTA agarose at 4 °C for 1 h. The bound resin was washed in high salt wash buffer (50 mM Na_2_HPO_4_, pH 8.0, 1 M NaCl, 40 mM imidazole) and eluted in lysis buffer supplemented with 300 mM imidazole. Sox2-HMG was further purified by cleavage of the hexahistidine affinity tag by overnight incubation with bovine alpha-thrombin (4 U/mg, Haematologic Technologies) and separated using a HiLoad 16/600 Superdex G-75 prep grade column (50 mM Na_2_HPO_4_, pH 8.0, 300 mM NaCl) (GE Life Sciences). Fractions containing Sox2-HMG were pooled and dialyzed in physiological salt buffer supplemented with 50% glycerol and stored at −20 °C until use. For the truncated hairpin assays, Sox2-HMG domain was cloned into pET30b as a N-terminal His_8_-MBP fusion. Using a similar purification protocol as above, the MBP tag was removed using HRV-3C protease. This Sox2-HMG domain was verified to have comparable binding affinities as the Sox2-HMG expressed using the prior approach.

Alanine mutations of Sox2-HMG were made using PCR-mediated site-directed mutagenesis^69^. Protein purification and expression was performed using the same protocol as wild type Sox2-HMG but with the Sox2-HMG lysis buffer supplemented with of 0.1 mg/mL lysozyme and cell lysis achieved by three freeze/thaw cycles. Proteins were purified using HisPur Ni-NTA spin columns (ThermoFisher) using the same buffer conditions listed above. The hexahistidine affinity tag was not removed; Sox2-HMG showed no difference in binding with or without the hexahistidine tag.

Isotopically labeled Sox2-HMG for NMR experiments was grown in standard minimal media supplemented with (^15^NH_4_)_2_SO_4_ and purified as described above. Protein concentrations were calculated using the molar extinction coefficients determined using a molar extinction coefficient of 13,980 M^−1^ cm^−1^ for the Sox2-HMG domain, 37,360 M^−1^ cm^−1^ for full-length Sox2, 8480 M^−1^ cm^−1^ for the W51A and W79A mutants of the Sox2-HMG domain and 12,490 M^−1^ cm^−1^ for the Y110A mutant of Sox2-HMG at 280 nm.

### Preparation and purification of nucleic acid ligands

*ES2* lncRNA (EF565083) was cloned into pUC19 using standard restriction cloning techniques^68^ (RNA sequence provided in Supplementary Table 2). Templates for in vitro T7 RNA polymerase transcription of the full length and fragments of *ES2* were amplified by PCR and templates of the shorter transcripts were generated by annealing two complementary oligonucleotides at a final concentration of 500 nM in 0.5x T.E. buffer with 100 mM NaCl by heating to 95 °C and cooling to room temperature at a rate of −2 °C/min. In vitro transcription reactions were performed as previously described^70^ and purified by denaturing polyacrylamide gel electrophoresis. The ssRNA derived from the *env8* cobalamin riboswitch and the FAM-labeled strand of the RNA duplex were chemically synthesized (Integrated DNA Technologies).

RNAs used for FA were labeled at the 3ʹ terminus as described^71^. Briefly, the 3ʹ terminal ribose vicinal diols were oxidized in freshly prepared periodate oxidation buffer (50 mM NaOAc, pH 5.3, 1 mM NaIO_4_) and conjugated to fluorescein-5-thiosemicarbazide (FTSC) by incubating the RNA in freshly prepared fluorescent labeling solution (50 mM NaOAc, pH 5.3, 1.5 mM FTSC) at 37 °C for 1 h. The labeled RNA was ethanol precipitated and washed several times in cold ethanol prior to resuspension in 0.5x T.E. buffer and passaged over a G-25 column (GE Healthcare) to remove residual fluorophore. Purified FTSC-labeled RNA was stored at −20 °C until use. FAM-labeled DNA oligonucleotides were chemically synthesized (Integrated DNA Technologies). Prior to use, RNA was heated to 65 °C for one min and snap-cooled and DNA was annealed as described above. 3ʹ-FAM-labeled truncated RNA hairpins were purchased (Integrated DNA Technologies) and used without further purification.

### Fluorescence anisotropy

To determine the apparent binding affinities, appropriate concentrations of protein were incubated with either 2 nM DNA or 3 nM RNA in binding buffer (10 mM Tris-HEPES, pH 7.5, 8% Ficoll, 0.05% NP-40, 135 mM KCl, 15 mM NaCl, 1 mM DTT, 0.1 mg/mL non-acetylated BSA) for at least 1 h prior to FA measurements. Polarization was measured by a BMG Labtech CLARIOstar microplate reader using a 482 nm excitation filter with a 16 nm bandpass and a 530 nm emission filter with a 4 nm bandpass. Each titration was performed in triplicate and the polarization of each triplicate was measured three times to account for instrument error.

Competition and salt dependence binding assays were performed under the same FA conditions as described above with the following modifications. For competition using labeled DNA, 2 nM fluorescently labeled DNA and 5 nM Sox2-HMG were added separately to reactions containing serial dilutions of unlabeled nucleic acid competitor. Analogous experiments were performed with 3 nM fluorescently labeled RNA and 20 nM Sox2-HMG. The reactions equilibrated at room temperature overnight prior to measurement. The *K*_I_ was calculated from the IC_50_ by the Nikolovska–Coleska equation^72^. For salt dependence of select binding interactions, the monovalent salt concentration was varied but maintained a physiological 9:1 KCl:NaCl ratio. Binding curves were fit in Kaleidagraph using the following two-transition binding Eq. (1) that accounts for ligand depletion

1 $$A = A_0 + \left( {A_1 - A_0} \right) \ast \frac{{\left( {\left[ R \right]_{\mathrm{t}} \, + \, \left[ L \right]_{\mathrm{t}} \, + \, K_{{\mathrm{D}}1}} \right) - \sqrt {\left( {\left[ R \right]_{\mathrm{t}} \, + \, \left[ L \right]_{\mathrm{t}} + K_{{\mathrm{D}}1}} \right)^2 \, - \, 4\left[ R \right]_{\mathrm{t}}\left[ L \right]_{\mathrm{t}}} }}{{2\left[ R \right]_{\mathrm{t}}}} + \left( {A_2 - A_1} \right) \ast \left(\frac{{\left[ L \right]_{\mathrm{t}}}}{{\left[ L \right]_{\mathrm{t}} \,+ \, K_{{\mathrm{D}}2}}}\right)$$

where *A* = measured anisotropy, *A*_0_ = lower baseline, *A*_1_ = upper baseline of the first transition, [*R*]_t_ = total concentration of fluorescent probe, [*L*]_t_ = total concentration of protein, *K*_D1_ = dissociation constant of the first transition, *A*_2_ = upper baseline of the second transition, and *K*_D2_ = dissociation constant of the second transition. If a second transition was not detected, the fit was performed omitting the second binding term.

### Electrophoretic mobility shift assays

To validate select apparent binding affinities, binding reactions were assembled as in the fluorescent polarization experiments described above using trace DNA or RNA radiolabeled with ^32^P. Samples were electrophoresed on an 8% native polyacrylamide gel supplemented with 0.5x TBE buffer (45 mM Tris–HCI, 45 mM borate, pH 8.1, 1 mM EDTA) buffer and ran at 200 V for 30 min at room temperature. Gels were dried, imaged using a Typhoon PhosphoImager (Molecular Dynamics), and quantified by measuring the integrated signal density of the free and bound bands by the ImageQuant software suite. Data were fit in Kaleidagraph as a Langmuir binding isotherm. For stoichiometric EMSAs, the above reactions were assembled with either trace radiolabeled RNA or DNA supplemented with 2 µM RNA or DNA, respectively.

### Heteronuclear single quantum coherence NMR

^15^N-HSQC spectra were collected on an Oxford 600 MHz magnet equipped with an Agilent console and HCN PFG cold probe. Spectra were collected with ~500 µM ^15^N-labeled Sox2-HMG in NMR Buffer (10 mM NaH_2_PO_4_, pH 7.0, 10 mM DTT, 0.02% NaN_3_) as free protein or in fully-saturated 1:1.5 Sox2-HMG:nucleic acid complex with DNA or RNA at pH 6.5 and 25 °C. Spectra were analyzed via NMRPipe^73^ and visualized by CcpNmr Analysis^74^.

### Cell culture

Male mouse embryonic stem cells were maintained on 0.1% gelatin (EmbryoMax) coated plates in mESC media (KnockOut DMEM, Gibco), 12.6% fetal bovine serum (EmbryoMax), 1x MEM non-essential amino acids (Gibco), 1x GlutaMAX supplement (Gibco), Pen-Strep (100 U/mL penicillin and 100 mg/mL streptomycin, Gibco), 100 µM 2-mercaptoethanol (Gibco), 1000 U/mL LIF (ESGRO), 1 µM PD0325901 (Sigma-Aldrich), and 3 µM CHIR99021 (Sigma-Aldrich) to maintain pluripotency. Media was changed daily and cells were passaged every 2–3 days.

### Formaldehyde crosslinking

The fRIP protocol was adapted from a previous study^57^. Using 15-cm plates, mESC media was aspirated and the cells were washed once with 25 mL of RT 1x phosphate buffered saline (PBS) followed by submersion in 15 mL of room temperature PBS. Formaldehyde was added to 0.1%, allowed to crosslink for 10 min at room temperature, and quenched with the addition of glycine to 125 mM for 5 min. Cells were lifted, collected, and at 4 °C, spun down at 230 × *g* for 5 min. The pellet was washed twice with 10 mL of ice-cold PBS with centrifuge speeds of 230 × *g* 5 min for the first wash and 500 × *g* 5 min for the second wash, and followed by resuspension into 1.6 mL of ice-cold PBS. The suspension was centrifuged at 4000 × *g* for 75 s at 4 °C. The supernatant was removed, and the pellet was immediately flash frozen in liquid N_2_ and stored at −70 °C.

### UV crosslinking

Using 15-cm plates, mESC media was aspirated, replaced with 13 mL of ice-cold PBS, and subjected to 400 mJ/cm^2^ of 254 nm UV radiation (UV Stratalinker 1800). Cells were collected mechanically and at 4 °C, centrifuged at 500 × *g* for 5 min. The cell pellet was resuspended in 1 mL of ice-cold PBS and centrifuged at 4000 × *g* for 75 s at 4 °C. The supernatant was removed, and the pellet was immediately flash frozen in liquid N_2_ and stored at −70 °C.

### FRIP and UV-RIP

For fRIP and UV-RIP, cell pellets were resuspended in ice-cold RIPA lysis buffer (50 mM Tris, pH 8, 150 mM KCl, 0.1% SDS, 1% Triton X-100, 5 mM EDTA, 0.5% sodium deoxycholate, 0.5 mM DTT, 2x protease inhibitor cocktail (ThermoFisher), and 100 U/mL of RNAseOut (Invitrogen)), allowed to sit for 10 min, and sonicated (Bioruptor UCD-200) in an ice bath with high power setting and 30 s on/off for 10 min. At 4 °C the lysed cells were centrifuged at 16.1k × *g* for 10 min and the supernatant was collected. The number of cells collected after crosslinking for fRIP and UV-RIP were normalized to ~6.5 million cells. To preclear the supernatant for both fRIP and UV-RIP, 33 µL of Dynabeads Protein G (Invitrogen) and 550 µL of binding/washing buffer (25 mM Tris, pH 7.5, 150 mM KCl, 0.5% NP-40, 5 mM EDTA, 0.5 mM DTT, 1x PIC, and 100 U/mL RNAseOUT) was added and allowed to rotate for 45 min at 4 °C. From the pre-cleared supernatant, 50 µL was used as the input and 25 µL for a pre-Sox2 IP western blot with both being frozen at −20 °C. To the remaining supernatant, 5 µg of Sox2 antibody (Atlas Antibodies; validation shown in Supplementary Fig. 9) was added and rotated for 2 h at 4 °C. Next, 50 µL of Dynabeads protein G was added and allowed to rotate for 1 h at 4 °C. At this point, 25 µL of the supernatant was collected and frozen for a post-Sox2 IP western blot at −20 °C. The beads were washed twice with 1 mL of binding/washing buffer, the supernatant was removed, and the beads frozen at −20 °C.

### RNA purification and library preparation

At RT, to the input and beads, 83 µL of nuclease-free reverse-crosslinking buffer (1 × PBS, pH 7.4, 2% N-lauroyl sarcosine, 10 mM EDTA, 5 mM DTT, and 964 U/mL RNAseOUT) was added and allowed to mix well. From the resuspended bead sample, 3 µL was removed, frozen at −20 °C, and stored for a post-Sox2 IP western blot (Supplementary Fig. 9). To input and bead samples, 20 µL of proteinase K (New England Biolabs) was added. Samples were then heated in a thermocycler to 42 °C for 1 h and at 53 °C for another hour with gentle agitation to break apart settled beads. The input and bead samples were then vortexed with 1 mL of TRIzol Reagent (Ambion) followed by the addition of 200 µL of chloroform and 20 s of vigorous vortex. Samples were centrifuged at 16k × *g* for 10 min at 4 °C. The aqueous layer was transferred, mixed with 500 µL of isopropanol and 1 µL of GlycoBlue Coprecipitant (Invitrogen), and allowed to sit 10 min at 4 °C. Samples were centrifuged for 10 min at 12,000 × *g* at 4 °C, the supernatant was decanted, and the pellet allowed to air dry for 5 min. To input and bead samples, 85 µL of nuclease-free H_2_O, 10 µL of DNAse I reaction buffer, 1 µL of DNAse I (New England Biolabs) was added, and allowed to sit at room temperature for 15 min. RNA was cleaned up using RNeasy MinElute Cleanup Kit (Qiagen) following quick start protocol and eluted in RNAse free H_2_O and stored at −70 °C. The cDNA library was generated using KAPA RNA Hyperprep kit with RiboErase (HMR, Kapa Biosystems), 8 bp xGen dual index UMI adaptors (Integrated DNA Technologies), and sequenced on an Illumina NextSeq 500 using paired end sequencing of 34 bp.

### Computational pipeline for fRIP- and UV-RIP-seq

Sequencing reads were mapped by STAR^75^ to mm38 using a gene annotation from GENCODE (vM16)^76^. The reads that are not uniquely mapped were discarded. The unique molecular identifiers (UMIs) associated with sequencing reads were counted for gene bodies in the annotation by using featureCounts^77^. The enriched genes were identified by comparing pull-down with inputs. The fold changes of pull-down relative to input and their statistical significance were calculated by DESeq2^78^ for the genes that have three or more UMIs in at least one sample. Specifically, the total number of UMIs of uniquely mapped reads were used as a normalization factor, and biological replicate information were considered as a covariate.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review

Reporting Summary

## Data Availability

Computation code available upon request.

## Source data

Source Data

## References

[1] Cassiday LA, Maher LJ (2002). Having it both ways: transcription factors that bind DNA and RNA. Nucleic Acids Res..

[2] Hudson WH, Ortlund EA (2014). The structure, function and evolution of proteins that bind DNA and RNA. Nat. Rev. Mol. Cell Biol..

[3] Hung T (2011). Extensive and coordinated transcription of noncoding RNAs within cell-cycle promoters. Nat. Genet..

[4] Sigova AA (2015). Transcription factor trapping by RNA in gene regulatory elements. Science.

[5] Tournillon, A. S. et al. p53 binds the mdmx mRNA and controls its translation. *Oncogene***36**, 723–730 (2017).10.1038/onc.2016.23627375027

[6] Yoshida, Y. et al. Binding of RNA to p53 regulates its oligomerization and DNA-binding activity. *Oncogene***23**, 4371–4379 (2004).10.1038/sj.onc.120758315064727

[7] Shamovsky I, Ivannikov M, Kandel ES, Gershon D, Nudler E (2006). RNA-mediated response to heat shock in mammalian cells. Nature.

[8] Baltz AG (2012). The mRNA-bound proteome and its global occupancy profile on protein-coding transcripts. Mol. Cell.

[9] Castello A (2012). Insights into RNA biology from an atlas of mammalian mRNA-binding proteins. Cell.

[10] Kwon SC (2013). The RNA-binding protein repertoire of embryonic stem cells. Nat. Struct. Mol. Biol..

[11] Castello A (2016). Comprehensive identification of RNA-binding domains in human cells. Mol. Cell.

[12] Conrad, T. et al. Serial interactome capture of the human cell nucleus. *Nat. Commun.*10.1038/ncomms11212 (2016).10.1038/ncomms11212PMC482203127040163

[13] He C (2016). High-resolution mapping of RNA-binding regions in the nuclear proteome of embryonic stem cells. Mol. Cell.

[14] Mullari M, Lyon D, Jensen LJ, Nielsen ML (2017). Specifying RNA-binding regions in proteins by peptide cross-linking and affinity purification. J. Proteome Res..

[15] Bao X (2018). Capturing the interactome of newly transcribed RNA. Nat. Methods.

[16] Moller K, Rinke J, Ross A, Buddle G, Brimacombe R (1977). The use of formaldehyde in RNA-protein cross-linking studies with ribosomal subunits from *Escherichia coli*. Eur. J. Biochem..

[17] Sarlak G, Vincent B (2016). The roles of the stem cell-controlling Sox2 transcription factor: from neuroectoderm development to Alzheimer’s disease?. Mol. Neurobiol..

[18] Rizzino A, Wuebben EL (2016). Sox2/Oct4: a delicately balanced partnership in pluripotent stem cells and embryogenesis. Biochim. Biophys. Acta.

[19] Suwinska A, Czolowska R, Ozdzenski W, Tarkowski AK (2008). Blastomeres of the mouse embryo lose totipotency after the fifth cleavage division: expression of Cdx2 and Oct4 and developmental potential of inner and outer blastomeres of 16- and 32-cell embryos. Dev. Biol..

[20] Chew JL (2005). Reciprocal transcriptional regulation of Pou5f1 and Sox2 via the Oct4/Sox2 complex in embryonic stem cells. Mol. Cell Biol..

[21] Avilion AA (2003). Multipotent cell lineages in early mouse development depend on SOX2 function. Genes Dev..

[22] Boer B (2007). Elevating the levels of Sox2 in embryonal carcinoma cells and embryonic stem cells inhibits the expression of Sox2:Oct-3/4 target genes. Nucleic Acids Res..

[23] Kopp JL, Ormsbee BD, Desler M, Rizzino A (2008). Small increases in the level of Sox2 trigger the differentiation of mouse embryonic stem cells. Stem Cells.

[24] Takahashi K, Yamanaka S (2006). Induction of pluripotent stem cells from mouse embryonic and adult fibroblast cultures by defined factors. Cell.

[25] Yu J (2007). Induced pluripotent stem cell lines derived from human somatic cells. Science.

[26] Huangfu D (2008). Induction of pluripotent stem cells from primary human fibroblasts with only Oct4 and Sox2. Nat. Biotechnol..

[27] Maucksch C, Jones KS, Connor B (2013). Concise review: the involvement of SOX2 in direct reprogramming of induced neural stem/precursor cells. Stem Cell Transl. Med..

[28] Feng R, Wen J (2015). Overview of the roles of Sox2 in stem cell and development. Biol. Chem..

[29] Bylund M, Andersson E, Novitch BG, Muhr J (2003). Vertebrate neurogenesis is counteracted by Sox1-3 activity. Nat. Neurosci..

[30] Guo X (2018). LincRNA-1614 coordinates Sox2/PRC2-mediated repression of developmental genes in pluripotency maintenance. J. Mol. Cell Biol..

[31] Ng SY, Johnson R, Stanton LW (2012). Human long non-coding RNAs promote pluripotency and neuronal differentiation by association with chromatin modifiers and transcription factors. EMBO J..

[32] Ng SY, Bogu GK, Soh BS, Stanton LW (2013). The long noncoding RNA RMST interacts with SOX2 to regulate neurogenesis. Mol. Cell.

[33] Samudyata (2019). Interaction of Sox2 with RNA binding proteins in mouse embryonic stem cells. Exp. Cell Res..

[34] Mallam AL (2019). Systematic discovery of endogenous human ribonucleoprotein complexes. Cell Rep..

[35] Lee MS (2016). SOX2 suppresses the mobility of urothelial carcinoma by promoting the expression of S100A14. BB Rep..

[36] Yuan H, Corbi N, Basilico C, Dailey L (1995). Developmental-specific activity of the FGF-4 enhancer requires the synergistic action of Sox2 and Oct-3. Genes Dev..

[37] Soufi A (2015). Pioneer transcription factors target partial DNA motifs on nucleosomes to initiate reprogramming. Cell.

[38] Moosa, M. M., Tsoi, P. S., Choi, K. J., Ferreon, A. C. M. & Ferreon, J. C. Direct single-molecule observation of sequential DNA bending transitions by the Sox2 HMG Box. *Int. J. Mol. Sci.*10.3390/ijms19123865 (2018).10.3390/ijms19123865PMC632160830518054

[39] Scaffidi P, Bianchi ME (2001). Spatially precise DNA bending is an essential activity of the sox2 transcription factor. J. Biol. Chem..

[40] Polaski JT, Holmstrom ED, Nesbitt DJ, Batey RT (2016). Mechanistic insights into cofactor-dependent coupling of RNA folding and mRNA transcription/translation by a cobalamin riboswitch. Cell Rep..

[41] Hou L, Srivastava Y, Jauch R (2017). Molecular basis for the genome engagement by Sox proteins. Semin Cell Dev. Biol..

[42] Hagey DW, Muhr J (2014). Sox2 acts in a dose-dependent fashion to regulate proliferation of cortical progenitors. Cell Rep..

[43] Chakravarthy H (2008). Identification of DPPA4 and other genes as putative Sox2:Oct-3/4 target genes using a combination of in silico analysis and transcription-based assays. J. Cell Physiol..

[44] Ding Y, Chan CY, Lawrence CE (2004). Sfold web server for statistical folding and rational design of nucleic acids. Nucleic Acids Res..

[45] Remenyi A (2003). Crystal structure of a POU/HMG/DNA ternary complex suggests differential assembly of Oct4 and Sox2 on two enhancers. Genes Dev..

[46] Williams DJ, Cai M, Clore G (2004). Molecular basis for synergistic transcriptional activation by Oct1 and Sox2 revealed from the solution structure of the 42-kDa Oct1·Sox2·Hoxb1-DNA ternary transcription factor complex. J. Biol. Chem..

[47] Record MT, Lohman ML, De Haseth P (1976). Ion effects on ligand-nucleic acid interactions. J. Mol. Biol..

[48] Privalov PL, Dragan AI, Crane-Robinson C (2011). Interpreting protein/DNA interactions: distinguishing specific from non-specific and electrostatic from non-electrostatic components. Nucleic Acids Res..

[49] Love JJ, Li X, Chung J, Dyson HJ, Wright PE (2004). The LEF-1 high-mobility group domain undergoes a disorder-to-order transition upon formation of a complex with cognate DNA. Biochemistry.

[50] Crane-Robinson C (1998). The energetics of HMG box interactions with DNA. Thermodynamic description of the box from mouse Sox-5. J. Mol. Biol..

[51] van Houte LP (1995). Solution structure of the sequence-specific HMG box of the lymphocyte transcriptional activator Sox-4. J. Biol. Chem..

[52] Luscombe NM, Laskowski RA, Thornton JM (2001). Amino acid-base interactions: a three-dimensional analysis of protein-DNA interactions at an atomic level. Nucleic Acids Res..

[53] Stros M, Launholt D, Grasser KD (2007). The HMG-box: a versatile protein domain occurring in a wide variety of DNA-binding proteins. Cell Mol. Life Sci..

[54] Schaukowitch K, Joo JY, Kim TK (2017). UV-RNA immunoprecipitation (UV-RIP) protocol in neurons. Methods Mol. Biol..

[55] Islam S (2014). Quantitative single-cell RNA-seq with unique molecular identifiers. Nat. Methods.

[56] Sena, J. A. et al. Unique Molecular Identifiers reveal a novel sequencing artefact with implications for RNA-Seq based gene expression analysis. *Sci. Rep.*10.1038/s41598-018-31064-7 (2018).10.1038/s41598-018-31064-7PMC612094130177820

[57] Hendrickson, D. G. et al. binding by chromatin-associated proteins. *Genome Biol.*10.1186/s13059-016-0878-3 (2016).10.1186/s13059-016-0878-3PMC475640726883116

[58] Werner MH, Huth JR, Gronenborn AM, Clore GM (1995). Molecular basis of human 46X,Y sex reversal revealed from the three-dimensional solution structure of the human SRY-DNA complex. Cell.

[59] Bewley CA, Gronenborn AM, Clore GM (1998). Minor groove-binding architectural proteins: structure, function, and DNA recognition. Annu Rev. Bioph Biom..

[60] Parvin JD, McCormick RJ, Sharp PA, Fisher DE (1995). Pre-bending of a promoter sequence enhances affinity for the TATA-binding factor. Nature.

[61] Weiss MA (2001). Floppy SOX: mutual induced fit in HMG (high-mobility group) box-DNA recognition. Mol. Endocrinol..

[62] Liu ZR, Wilkie AM, Clemens MJ, Smith CW (1996). Detection of double-stranded RNA-protein interactions by methylene blue-mediated photo-crosslinking. RNA.

[63] Ng SY, Lin L, Soh BS, Stanton LW (2013). Long noncoding RNAs in development and disease of the central nervous system. Trends Genet..

[64] Fang X (2011). Landscape of the SOX2 protein-protein interactome. Proteomics.

[65] Gao Z (2012). Determination of protein interactome of transcription factor Sox2 in embryonic stem cells engineered for inducible expression of four reprogramming factors. J. Biol. Chem..

[66] Mallanna SK (2010). Proteomic analysis of Sox2-associated proteins during early stages of mouse embryonic stem cell differentiation identifies Sox21 as a novel regulator of stem cell fate. Stem Cells.

[67] Tung CL (2010). SOX2 modulates alternative splicing in transitional cell carcinoma. Biochem Biophys. Res. Commun..

[68] Sambrook, J., Fritsch, E. F. & Maniatis, T. *Molecular Cloning: A Laboratory Manual*, 2nd edn (Cold Spring Harbor Press, 1989).

[69] Ho SN, Hunt HD, Horton RM, Pullen JK, Pease LR (1989). Site-directed mutagenesis by overlap extension using the polymerase chain reaction. Gene.

[70] Edwards AL, Garst AD, Batey RT (2009). Determining structures of RNA aptamers and riboswitches by X-ray crystallography. Methods Mol. Biol..

[71] Zearfoss NR, Ryder SP (2012). End-labeling oligonucleotides with chemical tags after synthesis. Methods Mol. Biol..

[72] Nikolovska-Coleska Z (2004). Development and optimization of a binding assay for the XIAP BIR3 domain using fluorescence polarization. Anal. Biochem..

[73] Delaglio F (1995). NMRPipe: a multidimensional spectral processing system based on UNIX pipes. J. Biomol. NMR.

[74] Vranken WF (2005). The CCPN data model for NMR spectroscopy: development of a software pipeline. Proteins.

[75] Dobin A (2013). STAR: ultrafast universal RNA-seq aligner. Bioinformatics.

[76] Frankish A (2019). GENCODE reference annotation for the human and mouse genomes. Nucleic Acids Res..

[77] Liao Y, Smyth GK, Shi W (2014). featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics.

[78] Love, M. I., Huber, W. & Anders, S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol.*10.1186/s13059-014-0550-8 (2014).10.1186/s13059-014-0550-8PMC430204925516281

# Supplementary material for: The Sox2 transcription factor binds RNA
**Source:** Nat Commun. 2020 Apr 14;11:1805. doi: 10.1038/s41467-020-15571-8
**Supplement:** Supplementary file 1 — Supplementary Information

## **The Sox2 transcription factor binds RNA**

Zachariah E. Holmes<sup>1,‡</sup>, Desmond J. Hamilton<sup>1,‡</sup>, Taeyoung Hwang<sup>1</sup>, Nicholas V. Parsonnet<sup>1</sup>, John L. Rinn<sup>1,2</sup>, Deborah S. Wuttke<sup>1,\*</sup> and Robert T. Batey<sup>1,\*</sup>

<sup>‡</sup>These authors made equal contributions.

## SUPPLEMENTARY INFORMATION.

| Enhancer element | (+) Strand Sequence            | K <sub>D,app</sub> (nM) |
|------------------|--------------------------------|-------------------------|
| <i>FGF4</i>      | CGCGCC <b>TTTGT</b> TCCCCGGGT  | 0.9 ± 0.2               |
| <i>SOX2</i>      | CGCGCC <b>CATTGTG</b> CCCCGGGT | 0.9 ± 0.2               |
| <i>DPPA4</i>     | CGCGC <b>ATTGT</b> ACCCCGGGT   | 3.4 ± 1.0               |
| <i>CCND1_SM1</i> | CGCGCC <b>CTCTT</b> CCCCGGGT   | 9.8 ± 1.1               |
| <i>CCND1_SM6</i> | CGCGC <b>ACTACAG</b> CCCCGGGT  | 24 ± 5                  |

**Supplementary Table 1.** Sox2-HMG binds dsDNA targets with a range of affinities. Binding affinities were measured for a set of *in vivo* Sox2 DNA targets from the enhancer regions of the indicated genes and placed in the context of a model duplex. The apparent binding affinity (K<sub>D,app</sub>) is presented as the average of n=3 replicates and the standard error of the mean (s.e.m.).

**Supplementary Table 2.** Sequences of RNA ligands used in this study.

| RNA                      | Length (nt) | Sequence (5' – 3')                                                                                                                                                                                                                                                                                                                                                                                |
|--------------------------|-------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <i>ES2</i> lncRNA        | 354         | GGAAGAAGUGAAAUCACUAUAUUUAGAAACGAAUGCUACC<br>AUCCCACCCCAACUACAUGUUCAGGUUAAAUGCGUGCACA<br>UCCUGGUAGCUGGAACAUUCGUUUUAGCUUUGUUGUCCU<br>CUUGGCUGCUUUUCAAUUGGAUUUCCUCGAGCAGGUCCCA<br>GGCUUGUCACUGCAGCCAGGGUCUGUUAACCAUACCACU<br>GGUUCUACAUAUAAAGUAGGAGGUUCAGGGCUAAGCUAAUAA<br>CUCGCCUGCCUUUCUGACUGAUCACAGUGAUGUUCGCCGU<br>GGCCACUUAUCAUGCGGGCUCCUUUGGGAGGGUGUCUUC<br>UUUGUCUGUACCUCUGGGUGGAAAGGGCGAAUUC |
| <i>env8</i> ssRNA        | 36          | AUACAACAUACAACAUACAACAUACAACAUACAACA                                                                                                                                                                                                                                                                                                                                                              |
| <i>ES2</i> , nts 1-178   | 178         | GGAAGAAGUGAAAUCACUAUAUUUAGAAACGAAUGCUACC<br>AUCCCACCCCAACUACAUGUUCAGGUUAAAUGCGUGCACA<br>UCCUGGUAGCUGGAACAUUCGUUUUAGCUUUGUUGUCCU<br>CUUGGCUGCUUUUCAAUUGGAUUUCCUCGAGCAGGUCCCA<br>GGCUUGUCACUGCAGCCA                                                                                                                                                                                                 |
| <i>ES2</i> , nts 89-267  | 180         | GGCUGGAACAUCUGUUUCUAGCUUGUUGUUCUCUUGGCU<br>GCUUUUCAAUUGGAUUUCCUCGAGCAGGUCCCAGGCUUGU<br>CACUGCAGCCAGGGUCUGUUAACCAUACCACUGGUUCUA<br>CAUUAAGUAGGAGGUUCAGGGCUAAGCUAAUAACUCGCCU<br>GCCUUUCUGACUGAUCACAG                                                                                                                                                                                                |
| <i>ES2</i> , nts 179-354 | 176         | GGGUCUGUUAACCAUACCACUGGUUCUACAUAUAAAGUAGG<br>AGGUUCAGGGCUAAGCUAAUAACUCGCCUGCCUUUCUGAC<br>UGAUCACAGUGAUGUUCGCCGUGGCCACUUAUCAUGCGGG<br>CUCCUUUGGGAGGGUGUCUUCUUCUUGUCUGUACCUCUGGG<br>UGGAAAGGGCGAAUUC                                                                                                                                                                                                |
| <i>ES2</i> , nts 1-89    | 89          | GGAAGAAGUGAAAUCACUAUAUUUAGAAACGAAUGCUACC<br>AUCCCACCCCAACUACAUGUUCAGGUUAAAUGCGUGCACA<br>UCCUGGUAG                                                                                                                                                                                                                                                                                                 |
| <i>ES2</i> , nts 89-178  | 91          | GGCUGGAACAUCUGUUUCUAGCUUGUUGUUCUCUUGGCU<br>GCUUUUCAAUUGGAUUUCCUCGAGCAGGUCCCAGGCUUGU<br>CACUGCAGCCA                                                                                                                                                                                                                                                                                                |
| <i>ES2</i> , nts 179-267 | 89          | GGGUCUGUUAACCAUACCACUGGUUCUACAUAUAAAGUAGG<br>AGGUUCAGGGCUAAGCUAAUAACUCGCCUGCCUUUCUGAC<br>UGAUCACAG                                                                                                                                                                                                                                                                                                |

|                           |     |                                                                                                                 |
|---------------------------|-----|-----------------------------------------------------------------------------------------------------------------|
| <i>ES2</i> , nts 267-354  | 89  | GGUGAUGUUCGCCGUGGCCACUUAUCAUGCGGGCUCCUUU<br>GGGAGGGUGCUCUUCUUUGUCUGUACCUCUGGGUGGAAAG<br>GGCGAAUUC               |
| Loop A                    | 40  | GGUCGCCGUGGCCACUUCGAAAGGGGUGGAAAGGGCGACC                                                                        |
| Loop B                    | 39  | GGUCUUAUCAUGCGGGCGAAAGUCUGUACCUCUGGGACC                                                                         |
| Loop C                    | 38  | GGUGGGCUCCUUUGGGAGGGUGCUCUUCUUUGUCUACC                                                                          |
| Loop B, P1(5bp)           | 35  | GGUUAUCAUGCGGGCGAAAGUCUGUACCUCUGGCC                                                                             |
| Loop B, P1(3bp)           | 31  | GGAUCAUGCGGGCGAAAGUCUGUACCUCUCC                                                                                 |
| Loop B, P2(5bp)           | 35  | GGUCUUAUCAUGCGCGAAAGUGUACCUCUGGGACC                                                                             |
| Loop B, P2(3bp)           | 31  | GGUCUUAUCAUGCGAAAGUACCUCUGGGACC                                                                                 |
| Loop B, P1/2(3bp)         | 27  | GGUAUCAUGCGGAAACGCACCUCUACC                                                                                     |
| Loop B, Bulge(2+3)        | 39  | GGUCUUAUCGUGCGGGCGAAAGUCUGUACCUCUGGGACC                                                                         |
| Loop B, Bulge(1+2)        | 39  | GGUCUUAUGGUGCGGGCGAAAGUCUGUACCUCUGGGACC                                                                         |
| Loop B, Bulge(0+1)        | 39  | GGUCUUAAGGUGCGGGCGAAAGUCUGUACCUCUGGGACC                                                                         |
| Loop B, Fully Paired      | 38  | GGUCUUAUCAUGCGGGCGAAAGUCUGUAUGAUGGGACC                                                                          |
| Loop B, Duplex_Strand A   | 17  | GGUCUUAUCAUGCGGGC                                                                                               |
| Loop B, Duplex_Strand B   | 17  | GCCCCGAUGAUAAAGACC                                                                                              |
| <i>xpt-pbuX</i>           | 67  | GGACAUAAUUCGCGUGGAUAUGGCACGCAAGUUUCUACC<br>GGGCACCGUAAAUGUCCGACUAUGUCC                                          |
| <i>env4</i>               | 103 | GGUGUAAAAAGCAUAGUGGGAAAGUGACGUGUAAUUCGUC<br>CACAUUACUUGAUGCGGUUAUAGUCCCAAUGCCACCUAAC<br>ACAAAGUACGAGCAAGGAGACUC |
| tRNA <sup>Leu</sup> (CAG) | 93  | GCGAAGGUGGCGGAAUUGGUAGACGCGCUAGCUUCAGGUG<br>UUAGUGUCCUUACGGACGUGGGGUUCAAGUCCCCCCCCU<br>CGCACCAGGAUCU            |
| 13 bp Hairpin             | 30  | GGUCCAUGCGGGCGAAAGUCUGUAUGGACC                                                                                  |

|              |    |                        |
|--------------|----|------------------------|
| 9 bp Hairpin | 22 | GGUCCAUGCGAAAGUAUGGACC |
| 5 bp Hairpin | 14 | GGUCCGAAAGGACC         |

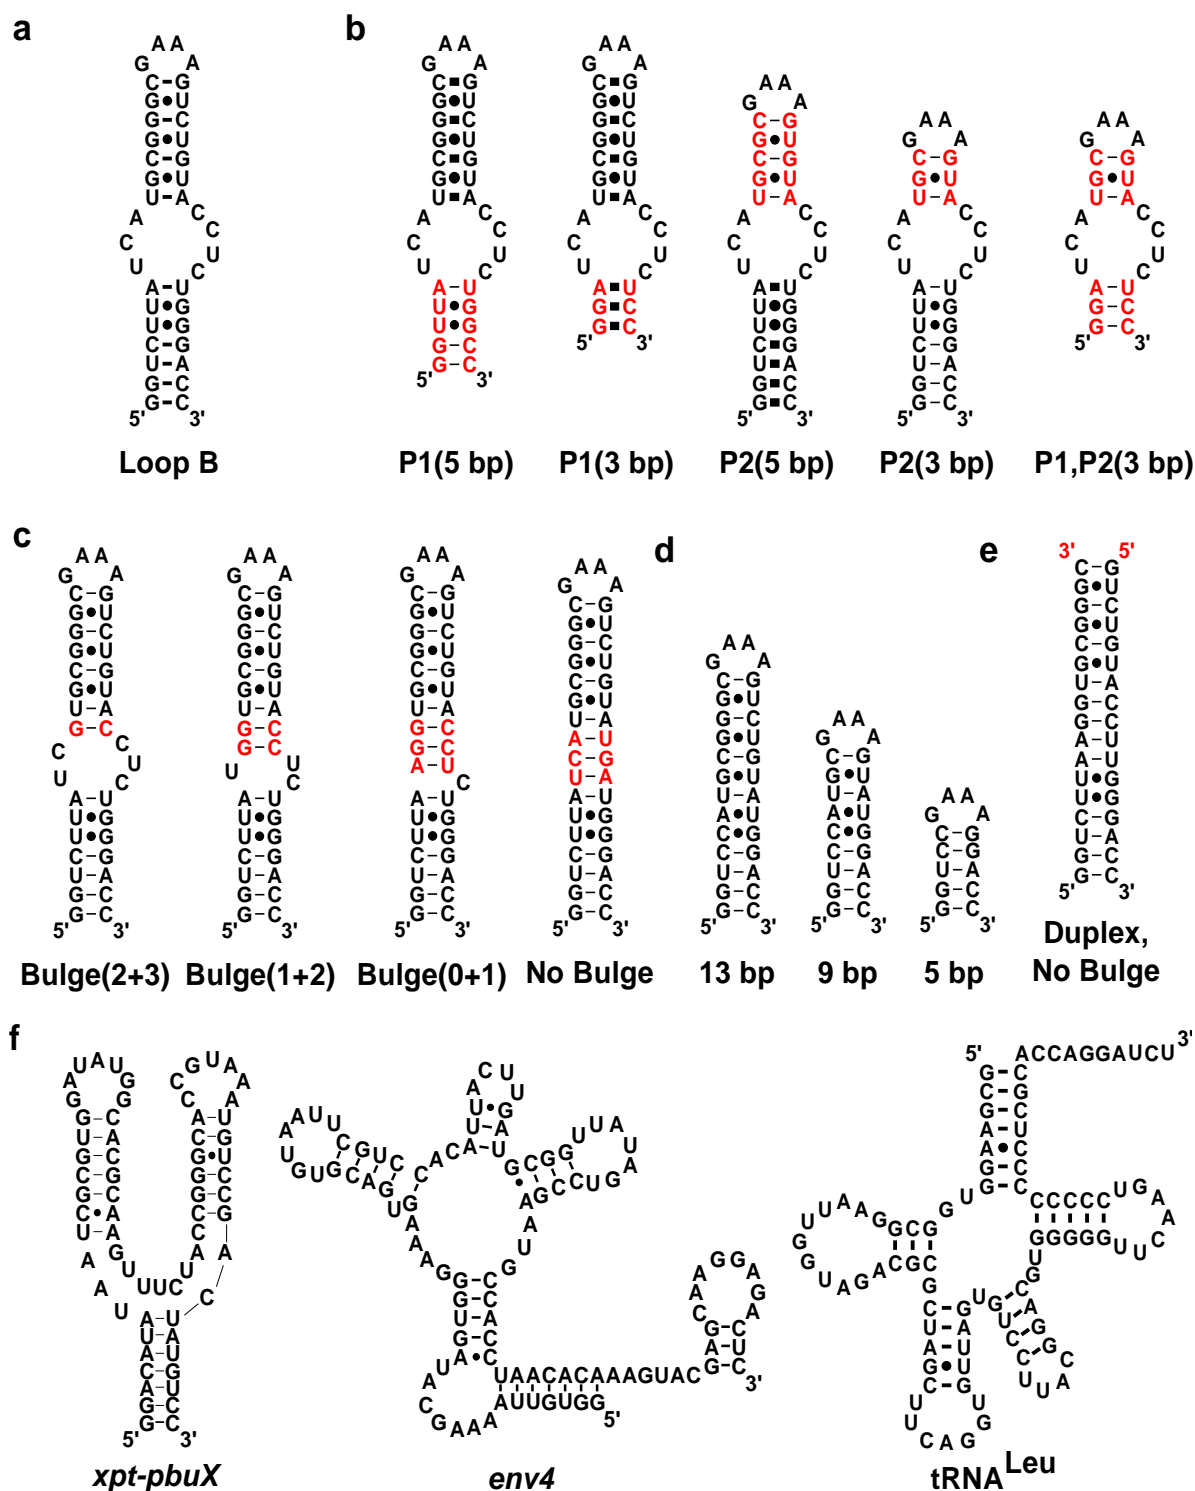

**Supplementary Figure 3.** Secondary structures of RNAs used in this study. **a** Loop B hairpin in which mutations were made. **b** Helix length mutants. **c** Internal loop mutants. **d** Truncated hairpins. **e** Terminal loop mutant. **f** Highly structured RNAs.

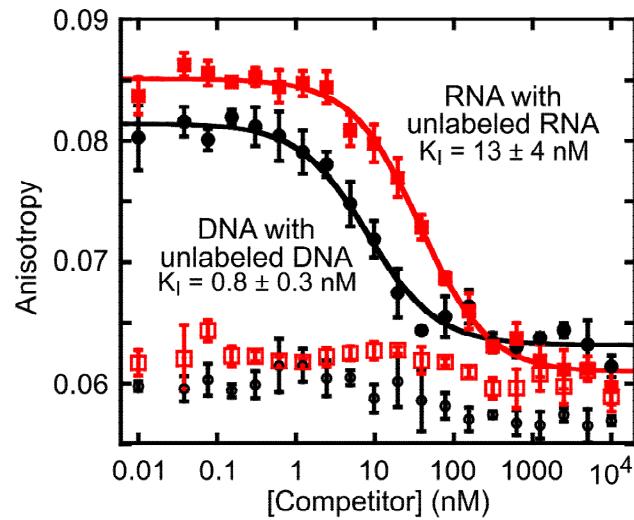

**Supplementary Figure 4.** Self-competition experiments were performed between fluorescently labeled and unlabeled nucleic acid either in the presence (closed shapes) or absence (open shapes) of Sox2-HMG. Binding curves presented as the average of 3 technical replicates with the error bars reflecting the standard deviation.

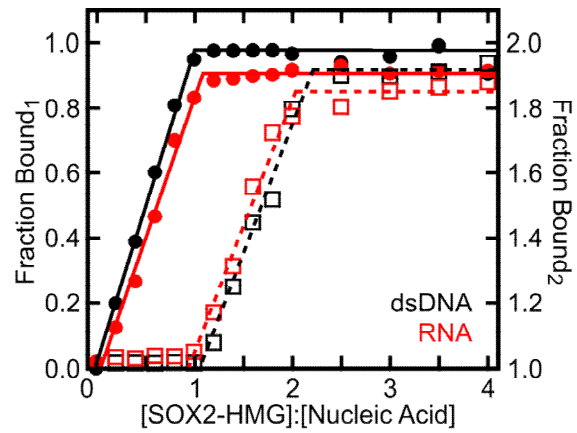

**Supplementary Figure 5.** Quantification of stoichiometric EMSAs. The calculated fraction bound for dsDNA (black) and RNA (red) are plotted as a function of the [Sox2-HMG]:[Nucleic Acid] with the first transition indicated in closed circles and the second in open squares.

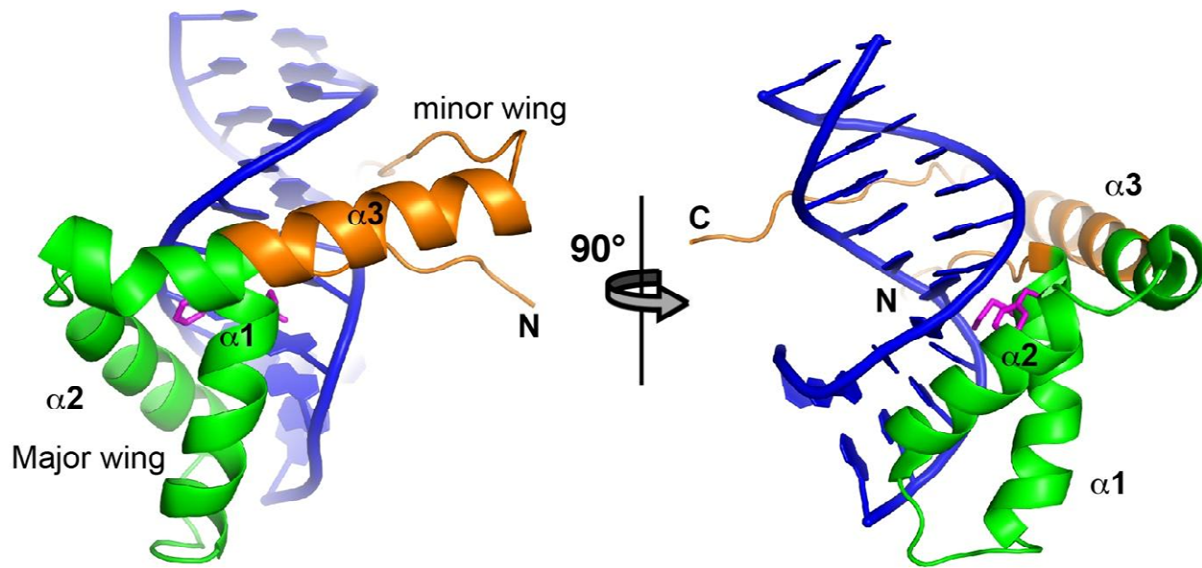

**Supplementary Figure 6.** Architecture of the Sox2-DNA interaction (PDB ID 1GT0). The high mobility group (HMG) domain of Sox2 is divided into two subdomains: the major wing (green) and minor wing (orange). Interactions occur with the DNA (blue) through the minor groove; two amino acids (F48 and M49, magenta) form a hydrophobic wedge that facilitates a ~90° bend in the DNA towards the major groove.

Supplementary Table 7.

|      | DNA                |     | RNA                |     | P-value | K <sub>D,rel</sub> DNA<br>/ K <sub>D,rel</sub> RNA |
|------|--------------------|-----|--------------------|-----|---------|----------------------------------------------------|
|      | K <sub>D,rel</sub> | SD  | K <sub>D,rel</sub> | SD  |         |                                                    |
| R40  | 2.0                | 1.9 | 2.7                | 0.3 | 5.8E-01 | 0.74                                               |
| K42  | 2.8                | 1.8 | 7.9                | 2.7 | 6.0E-02 | 0.35                                               |
| R43  | 8.5                | 2.2 | 2.8                | 0.6 | 3.6E-02 | <b>3.0</b>                                         |
| M45  | 1.4                | 0.7 | 0.9                | 0.5 | 4.0E-01 | 1.6                                                |
| N46  | 15                 | 8.4 | 3.5                | 1.1 | 1.4E-01 | <b>4.3</b>                                         |
| F48  | 420                | 120 | 16                 | 2   | 2.9E-02 | <b>26</b>                                          |
| M49  | 30                 | 5.4 | 0.7                | 0.4 | 1.1E-02 | <b>43</b>                                          |
| W51  | 17                 | 2.8 | 78                 | 13  | 1.3E-02 | <b>0.21</b>                                        |
| R53  | 0.7                | 0.2 | 1.7                | 0.6 | 9.8E-02 | 0.39                                               |
| R56  | 190                | 70  | 3.0                | 0.3 | 4.5E-02 | <b>63</b>                                          |
| R57  | 0.8                | 0.3 | 1.3                | 0.5 | 3.0E-01 | 0.64                                               |
| K58  | 1.1                | 0.5 | 0.8                | 0.4 | 4.5E-01 | 1.4                                                |
| Q61  | 0.6                | 0.2 | 0.8                | 0.5 | 6.3E-01 | 0.73                                               |
| E62  | 0.6                | 0.3 | 1.6                | 0.8 | 1.5E-01 | 0.36                                               |
| N63  | 2.9                | 1.4 | 1.3                | 0.2 | 2.0E-01 | 2.2                                                |
| P64  | 2.6                | 0.1 | 2.0                | 0.7 | 3.0E-01 | 1.3                                                |
| K65  | 8.5                | 1.0 | 2.6                | 0.7 | 1.5E-03 | <b>3.3</b>                                         |
| M66  | 1.8                | 0.9 | 1.3                | 0.5 | 4.6E-01 | 1.3                                                |
| H67  | 2.4                | 0.7 | 3.7                | 1.7 | 3.1E-01 | 0.65                                               |
| N68  | 1.1                | 0.5 | 1.0                | 0.1 | 8.1E-01 | 1.1                                                |
| S69  | 1.1                | 0.5 | 1.6                | 0.5 | 3.2E-01 | 0.69                                               |
| E70  | 0.7                | 0.4 | 1.2                | 0.4 | 2.0E-01 | 0.56                                               |
| S72  | 1.4                | 0.4 | 1.0                | 0.6 | 4.0E-01 | 1.4                                                |
| K73  | 3.0                | 0.6 | 6.9                | 0.2 | 3.8E-03 | 0.43                                               |
| R74  | 0.7                | 0.4 | 0.9                | 0.5 | 5.9E-01 | 0.74                                               |
| E78  | 2.2                | 1.0 | 0.9                | 0.5 | 1.3E-01 | 2.4                                                |
| W79  | 490                | 20  | 50                 | 19  | 1.4E-05 | <b>9.9</b>                                         |
| K80  | 2.8                | 0.9 | 40                 | 15  | 5.4E-02 | <b>0.07</b>                                        |
| S83  | 0.9                | 0.2 | 1.8                | 0.6 | 9.0E-02 | 0.50                                               |
| E84  | 1.6                | 0.3 | 0.9                | 0.5 | 9.0E-02 | 1.8                                                |
| T85  | 2.8                | 0.3 | 0.9                | 0.3 | 8.0E-04 | <b>3.1</b>                                         |
| E86  | 0.8                | 0.1 | 0.9                | 0.6 | 8.4E-01 | 0.93                                               |
| K87  | 9.3                | 1.4 | 4.1                | 1.4 | 9.7E-03 | 2.3                                                |
| R88  | 1.3                | 0.7 | 0.7                | 0.2 | 3.0E-01 | 1.8                                                |
| K95  | 1.1                | 1.1 | 3.2                | 1.2 | 8.8E-02 | 0.34                                               |
| R96  | 1.6                | 1.1 | 0.8                | 0.3 | 3.4E-01 | 2.0                                                |
| R98  | 0.8                | 0.5 | 5.5                | 1.9 | 4.4E-02 | <b>0.15</b>                                        |
| H101 | 1.9                | 0.2 | 2.2                | 0.9 | 5.3E-01 | 0.84                                               |

|      |     |     |     |     |         |             |
|------|-----|-----|-----|-----|---------|-------------|
| K103 | 1.4 | 1.3 | 2.5 | 1.1 | 3.3E-01 | 0.56        |
| E104 | 1.1 | 0.3 | 1.0 | 0.5 | 7.5E-01 | 1.1         |
| H105 | 1.7 | 1.9 | 2.0 | 1.0 | 8.0E-01 | 0.85        |
| K109 | 3.2 | 0.8 | 7.4 | 2.5 | 9.0E-02 | 0.43        |
| Y110 | 7.5 | 3.5 | 1.7 | 0.6 | 9.6E-02 | <b>4.4</b>  |
| R111 | 3.0 | 0.8 | 2.2 | 1.2 | 3.6E-01 | 1.4         |
| P112 | 2.7 | 1.2 | 1.8 | 0.8 | 3.1E-01 | 1.5         |
| R113 | 0.6 | 0.5 | 3.1 | 1.3 | 6.9E-02 | <b>0.19</b> |
| R114 | 6.1 | 2.2 | 9.2 | 2.3 | 1.7E-01 | 0.66        |
| K115 | 5.8 | 1.0 | 3.6 | 1.4 | 9.1E-01 | 1.6         |

**Supplementary Table 7.** Measured  $K_{D,rel}(\text{DNA})$  and  $K_{D,rel}(\text{RNA})$  for each alanine point mutant. The values of  $K_{D,rel}$  are presented as the average and standard deviation of 3 technical replicates. Values are colored according to the scale in Fig.6. P-values for the difference between  $K_{D,rel}(\text{DNA})$  and  $K_{D,rel}(\text{RNA})$  were calculated by the student's t-test assuming non-parametric distribution.

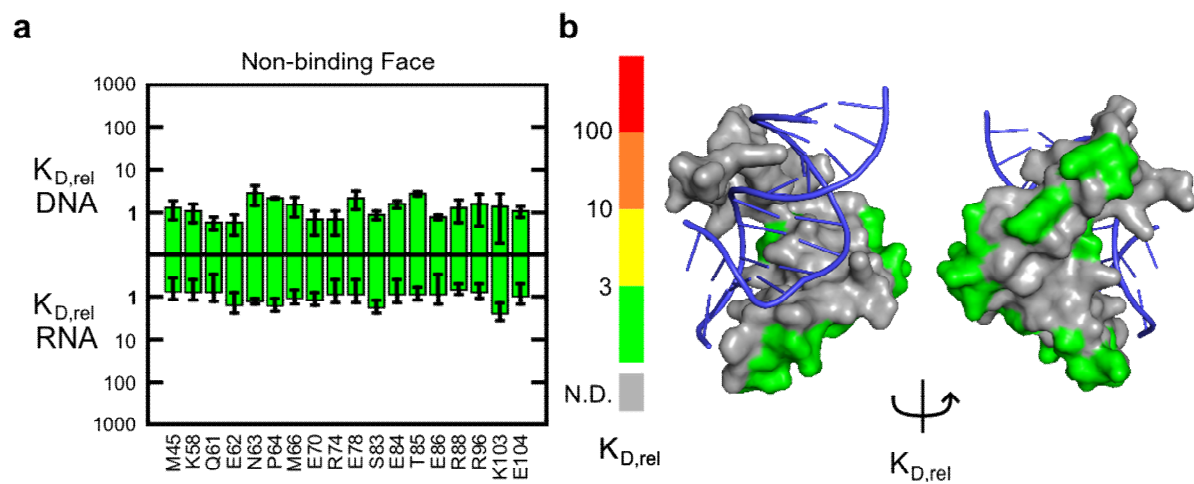

**Supplementary Figure 8.** Effect of Sox2-HMG non-binding surface alanine point mutations on nucleic acid binding. **a** The values of  $K_{D,rel}$  for DNA and RNA binding are presented as the average and standard deviation of 3 technical replicates. **b**  $K_{D,rel}$  for both DNA and RNA binding mapped to the surface of Sox2-HMG complex (PDB ID 1GT0) using the color scale provided.

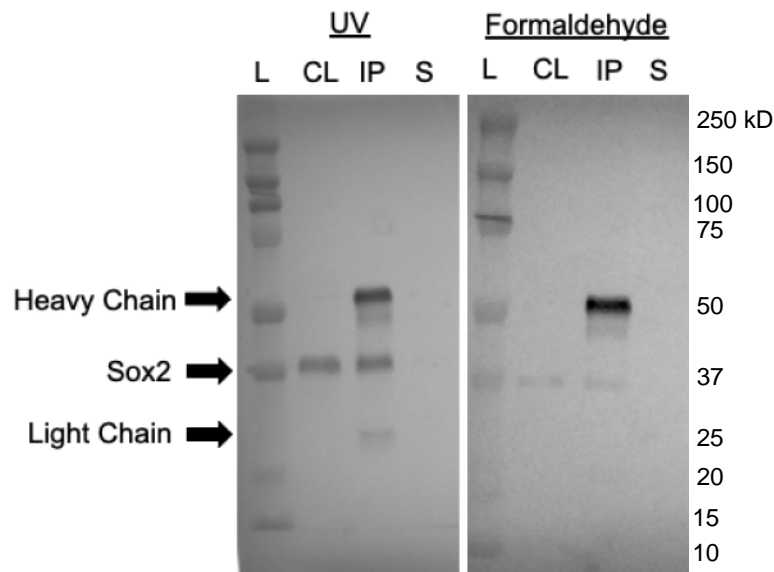

**Supplementary Figure 9.** UVRIP and fRIP immunoprecipitates Sox2. Western blots, using the same antibody as in the UVRIP and fRIP assays, show that Sox2 antibody is specific for Sox2 in crosslinked mESC whole cell lysate (**CL**), Sox2 is pulled down with immunoprecipitation (**IP**), and Sox2 is not detected in the supernatant (**S**) post IP. Ladder (**L**).

**Supplementary Table 10.** Sequences of proteins used in this study.

| Protein                               | Sequence                                                                                                                                                                                                                                                                                                                                                              |
|---------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sox2                                  | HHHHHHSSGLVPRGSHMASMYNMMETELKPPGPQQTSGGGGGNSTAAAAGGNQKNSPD<br>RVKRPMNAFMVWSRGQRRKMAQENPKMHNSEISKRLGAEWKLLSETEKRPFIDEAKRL<br>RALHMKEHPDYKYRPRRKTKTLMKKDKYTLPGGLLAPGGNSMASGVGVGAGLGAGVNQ<br>RMDSYAHMNGWSNGSYSMMQDQLGYPQHPGLNAHGAAQMOPMHRIDVSALQYNSMTSS<br>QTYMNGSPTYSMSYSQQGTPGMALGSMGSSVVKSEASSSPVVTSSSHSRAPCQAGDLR<br>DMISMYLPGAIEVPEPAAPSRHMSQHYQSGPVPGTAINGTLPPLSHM |
| Sox2-HMG                              | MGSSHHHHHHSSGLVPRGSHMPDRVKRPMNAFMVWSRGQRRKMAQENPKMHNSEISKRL<br>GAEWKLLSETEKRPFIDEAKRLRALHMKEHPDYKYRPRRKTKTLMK                                                                                                                                                                                                                                                         |
| Sox2-HMG<br>(Thrombin cleaved)        | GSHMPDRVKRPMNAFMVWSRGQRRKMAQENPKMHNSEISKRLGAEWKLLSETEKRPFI<br>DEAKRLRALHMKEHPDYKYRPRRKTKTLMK                                                                                                                                                                                                                                                                          |
| Sox2-HMG<br>(HRV 3C Protease cleaved) | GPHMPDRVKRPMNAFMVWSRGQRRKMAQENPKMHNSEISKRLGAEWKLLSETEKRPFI<br>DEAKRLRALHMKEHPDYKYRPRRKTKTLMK                                                                                                                                                                                                                                                                          |

# Supplementary material for: The Sox2 transcription factor binds RNA
**Source:** Nat Commun. 2020 Apr 14;11:1805. doi: 10.1038/s41467-020-15571-8
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                                       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

- |                 |                                                                                                                                                                                        |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Anisotropy data was collected using the commercial software that accompanies the BMG Labtech CLARIOstar microplate reader.                                                             |
| Data analysis   | Curve fitting of binding data was calculated using Kaleidagraph non-linear regression software. Sequencing analysis used STAR, featureCounts and DESeq2 to process and interpret data. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The datasets generated during and/or analysed during the current study are available from the corresponding author on reasonable request.

### Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences      ☐ Behavioural & social sciences      ☐ Ecological, evolutionary & environmental sciences

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                    |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Describe how sample size was determined, detailing any statistical methods used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient.                               |
| Data exclusions | Describe any data exclusions. If no data were excluded from the analyses, state so OR if data were excluded, describe the exclusions and the rationale behind them, indicating whether exclusion criteria were pre-established.                                                                    |
| Replication     | Binding experiments were performed in technical replicates using independent protein purifications. Further, electrophoretic mobility shift assays were used to confirm a partial set of the findings from the anisotropy experiments. Each crosslinking RIP experiment was replicated four times. |
| Randomization   | Describe how samples/organisms/participants were allocated into experimental groups. If allocation was not random, describe how covariates were controlled OR if this is not relevant to your study, explain why.                                                                                  |
| Blinding        | Describe whether the investigators were blinded to group allocation during data collection and/or analysis. If blinding was not possible, describe why OR explain why blinding was not relevant to your study.                                                                                     |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                     |
|-------------------------------------|-----------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

### Antibodies

|                 |                                                                                                                                                      |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Anti-Sox2 antibody supplied by Atlas Antibodies (Catalog HPA045725; Lot #R41712). Secondary antibody anti -rabbit IgG supplied by Sigma (SAB3700885) |
| Validation      | The Anti-Sox2 antibody was validated using Western blot (Supplementary Figure S9)                                                                    |

### Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                      |                                                                                      |
|----------------------------------------------------------------------|--------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | mouse                                                                                |
| Authentication                                                       | mESCs were isolated from mouse blastocysts. No further authentication was performed. |
| Mycoplasma contamination                                             | All cell lines tested negative for mycoplasma infection.                             |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | Not relevant.                                                                        |

How the deposited data were processed for this re-analysis (not part of the article)

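RNA from Sox2 IP and from input was measured in male mESC after UV (UV-RIP) or formaldehyde (fRIP) crosslinking, with 4 IP and 4 input libraries for each crosslinker. The authors mapped the reads with STAR to the mouse genome, discarded reads that did not map uniquely, and deposited counts of UMIs per gene body on GENCODE vM16, introns included and not normalized. The paper's text does not name the versions of STAR and featureCounts or the strand setting. All 16 columns of counts were matched to a library.

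The counts were analysed in R 4.3.3 with edgeR 4.0.16. IP was compared with input within each crosslinker by the quasi-likelihood test, with the replicate number as a block and the total UMIs of each library as its size. Genes with 3 or more UMIs in at least 1 of the 16 libraries were tested, which left 22936 genes. Adjusted p is by Benjamini-Hochberg. Enriched genes had a fold change above 1.5 and an adjusted p below 0.05, and depleted genes the mirror of this. The difference between the crosslinkers was tested by an interaction term over all 16 libraries with the plate as a block. Gene sets were tested with camera at a preset correlation of 0.01 and with fry. The set of cytosolic ribosomal protein genes was chosen by symbol and also holds Rps19bp1, which encodes a binding protein of a ribosomal protein. DESeq2 1.42.0 was used for alternatives.

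The IP and the input with the same replicate number come from the same lysate by the paper's methods. The deviations of same-numbered libraries from their group means had correlations between 0.11 and 0.61 in fRIP and between 0.03 and 0.45 in UV-RIP, across genes with a mean of 100 or more UMIs. Replicates of a group differed by more than the sampling noise, with a chi-square per degree of freedom of 1.52 or more, so no library was counted as a copy of another.

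The genes named in the text were chosen by a rule fixed before the data were examined. It takes the 5 genes the paper names as enriched in its text or as labels in Fig. 7d, Sox2 and Rmst, Malat1 and Gapdh as reference RNAs, and the 3 genes with the largest enrichment and the 3 with the largest depletion in each crosslinker, among called genes that moved the same way in all 4 pairs and had a mean of 10 or more UMIs per library. The genes with the largest interaction in each direction, 2 each, complete the list. Gm26917, Gm42418, Sox2ot and Rps19bp1 fall outside this rule and were named after their values were seen. Gene coordinates are from GENCODE vM21 on GRCm38 where the gene identifier and its version matched, which held for 50604 of 53379 genes. A further 2670, among them Brd2 and Nbeal2, matched by identifier alone, and no coordinates are given for these.

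The scripts were tested on simulated data with 200 changed genes in each crosslinker. In the simulated fRIP comparison 95.5% of the changed genes were recovered among 22661 genes tested, and in the simulated UV-RIP comparison 96.5%. The simulated interaction had 398 changed genes, of which 367 were recovered (92.2%). False calls were 4.02% of the calls in fRIP, 1.53% in UV-RIP and 2.13% in the interaction. All changed genes had a mean of 10 or more UMIs per library. Each change was larger than 0.73, the median log2 fold change of the UV-RIP enriched genes. The rates therefore do not cover smaller changes or genes with fewer UMIs.

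Alternatives fixed before the data were examined were other scalings and tests, other count filters, fits without the block or over all 16 libraries, thinning to equal totals, each replicate left out, removal of a trend on gene length, and other thresholds. Chosen after seeing the data were library sizes without Gm26917 and Gm42418, removal of a trend on GC content, and 4 joint DESeq2 fits, the last tried after the counts had been compared with the paper's. The in vitro binding experiments were not analysed here.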

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

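Of the tests below, those of the scaling and gene length behind the mitochondrial depletion, and of the snRNA genes were chosen after the results were seen.

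In 66 groups of 4 values, 6 had a value far from the other 3, and chance gives about 1 in 20 such groups. In fRIP, the input library of replicate 4 had 0.031% of its UMIs on snRNA genes, against 0.003% to 0.007% in the other inputs, and 2.81% on miscellaneous RNA genes. In UV-RIP, the input of replicate 6 had 12.03% of its UMIs on Gm26917 against 12.25% to 12.29%, and the IP of replicate 3 had 0.357% on mitochondrially encoded genes against 0.439% to 0.451%. The log2 IP to input ratio of Brd2 in fRIP was 1.34 in replicate 4 and between 0.95 and 0.99 in the others, and that of Gm6158 in UV-RIP was 1.87 in replicate 6 and between 0.92 and 0.99 in the others. The 8 snRNA genes with 10 or more UMIs per library had a median log2 fold change of -3.18 in fRIP. Without replicate 4 the median was -1.50, so that library deepened the depletion but cannot be the whole cause. In UV-RIP the highest median with 1 replicate left out was -1.79. No biological explanation of these single libraries was tested.

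Genes depleted in the IP are not discussed in the paper. There were 2448 in fRIP and 1268 in UV-RIP. Mitochondrially encoded genes had a median log2 fold change of -2.52 in fRIP and -1.47 in UV-RIP. Scaling by total UMIs is argued against as the cause, because the UV-RIP median under TMM scaling was -1.30. Gene length is argued against as well, since with its trend removed the UV-RIP median was -1.15. That mitochondrial RNA is out of reach of a nuclear protein is a hypothesis that was not tested.

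The enrichment of 6116 genes differed between the crosslinkers. In splits of the 8 plates into 4 and 4, 1 of 35 splits, the real one, gave a count this large. This is the lowest share that 35 splits can reach, so it argues against chance but cannot exclude it. Every other split mixes plates of both crosslinkers, so a difference between these adds to its spread and lowers its count. The difference of the log2 fold changes, fRIP minus UV-RIP, was 0.90 for Pmepa1, 0.22 for Malat1, -0.31 for Lrp1 and -0.48 for Gapdh. It was 2.37 for Gnmt, 2.31 for Gm7890, 2.17 for Gm6938, -2.14 for Gm26316, -1.27 for mt-Rnr2, -1.89 for mt-Tw and -3.86 for n-R5-8s1, which have few UMIs apart from mt-Rnr2. The median difference was -1.25 for mitochondrially encoded genes, -0.42 for cytosolic ribosomal protein genes and -0.97 for histone genes by camera. Under fry, a rotation test in the same model over all 16 libraries, the ribosomal protein set was not past the threshold, and the other sets were. With the gene-length trend removed the ribosomal protein difference was -0.060. Without replicate 4 the log2 fold change of n-R5-8s1 in fRIP was 1.23, so its depletion there rests on that replicate. The difference for Gm26316 rests on it too, since without replicate 4 it was -0.20 and not past the threshold, and the fRIP input of that replicate held 488 of its UMIs against 20 to 57 in the other fRIP inputs. The differences for Lrp1, Malat1 and Gm7890 were also lost when some replicates were left out. With the gene-length trend removed the difference for Gapdh was -0.16 and not past the threshold. Crosslinker and culture plates go together in this design, so a difference in plates cannot be set apart from the chemistry.

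In UV-RIP and in fRIP the enriched and the depleted genes were also counted in other splits of the 8 libraries. Of the 8 splits that part all 4 pairs, 1 gave as many, the real one, and no other split called a gene. With 8 splits the share cannot fall below 0.05, so chance cannot be excluded by this count. The 24 splits that part 2 pairs called 0 genes, and 3 splits that part none could not be fitted with the block. The other assay, on plates of its own, answers a narrower question. Of the 156 UV-RIP enriched genes, 150 had a positive log2 fold change in fRIP, with a median of 0.89. Of the 2018 fRIP enriched genes, 76.0% had a positive log2 fold change in UV-RIP, against 32.8% of all genes. These values argue against chance for the enriched genes as sets, although genes are not independent replicates.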

How the results depend on the processing

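The alternatives on GC content, on library sizes without Gm26917 and Gm42418, and the joint DESeq2 fits were chosen after the data were seen. The cause of the changes below was not tested unless stated.

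The count of UV-RIP enriched genes depended on the fold threshold and on the scaling. It was 156 with total UMIs, 505 under TMM scaling, 289 with DESeq2 and median-of-ratios size factors, and 419 with library sizes without Gm26917 and Gm42418. DESeq2 called 76 with total-UMI size factors and 60 with shrunken fold changes. With no fold threshold 1514 were called, and with the fold of 1.5 tested 17. The joint DESeq2 fits called 92 and 80 with total UMIs, unshrunken and shrunken, and 328 and 274 with median-of-ratios. TMM scaling moved the median log2 fold change of all genes in UV-RIP from -0.17 to 0.01, and the enriched share of all UV-RIP calls from 11.0% to 54.3%.

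UV-RIP depleted genes numbered 1268, and 425 under TMM scaling, 233 with DESeq2 and median-of-ratios, 616 with DESeq2 and shrunken fold changes, 505 without Gm26917 and Gm42418, 814 with the GC trend removed, 6640 with no fold threshold and 200 with the fold tested. The joint DESeq2 fits gave 801 shrunken with total UMIs, and 241 and 195 with median-of-ratios.

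The number of fRIP enriched genes was 2018 and became 4036 with no fold threshold and 728 with the fold tested, and the 2448 fRIP depleted genes became 5018, 1007, and 1085 with the gene-length trend removed. The enriched share of fRIP calls was 45.2%, and 67.8% with the gene-length trend removed.

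The ratio of fRIP to UV-RIP enriched genes was 12.9. It was 4.51 under TMM scaling, 6.12 with DESeq2 and median-of-ratios, 21.6 with DESeq2 and total UMIs, 25.3 with shrunken fold changes, 2.67 with no fold threshold, 42.8 with the fold tested and 5.03 without Gm26917 and Gm42418. The joint DESeq2 fits gave 20.2 and 21.8 with total UMIs and 6.22 and 6.96 with median-of-ratios.

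The correlation of 0.23 became 0.55 for genes with 10 UMIs in 4 libraries and 0.11 with no count filter, where fewer or more genes of low count enter. It was 0.26 with DESeq2 under both size factors and 0.56 with shrunken fold changes. The joint DESeq2 fits gave 0.14 and 0.49 with total UMIs and 0.13 and 0.51 with median-of-ratios. With each replicate left out it lay between 0.17 and 0.24.

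The overlap of UV-RIP with fRIP was past the threshold of Fisher's exact test under every alternative run, and the share lay between 47.7%, with the GC trend removed, and 81.6%, with DESeq2 and total UMIs. The mitochondrial and ribosomal protein sets kept their direction and their side of the threshold in both crosslinkers under all alternatives run for them, as did the histone set in fRIP. The median differences of these sets between the crosslinkers kept their sign and side too, except that the ribosomal protein set, at -0.423, was not past the threshold under fry, but their size moved. With the gene-length trend removed the median difference went from -0.423 to -0.060 for ribosomal protein genes, from -0.97 to -0.52 for histone genes and from -1.25 to -0.74 for mitochondrially encoded genes. Without replicate 4 it was -0.21 for ribosomal protein genes and -0.61 for histone genes. Within the crosslinkers, removing the gene-length trend moved the median of the histone genes in fRIP from -1.22 to -0.50 and in UV-RIP from -0.22 to -0.013, and that of the ribosomal protein genes in fRIP from -0.99 to -0.51. With DESeq2 and shrunken fold changes the mitochondrial median in UV-RIP moved from -1.47 to -0.53. In fRIP it moved from -2.52 to -1.79. In UV-RIP the histone genes had a median of -0.22, and it was no longer past the threshold at -0.232 with 10 UMIs in 4 libraries, -0.212 with DESeq2 and shrunken fold changes, -0.243 with DESeq2 and total UMIs, -0.221 in the joint fit, -0.084 without Gm26917 and Gm42418 and -0.061 under TMM scaling. With each replicate left out its median lay between -0.30 and -0.20, and it was not past the threshold without replicate 5 or 6.

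Without the replicate block, 157 genes were enriched in UV-RIP and 1964 in fRIP. The block moved no count by more than 1.5 times and changed no gene set call. Among the named genes, Gapdh (-0.11) and 5033417F24Rik (0.90) in UV-RIP were no longer past the threshold without the block, and the differences between the crosslinkers for Lrp1, Malat1, Gm26316 and n-R5-8s1 were not either. Leaving out the block changed no other call among the named genes. Of the UV-RIP enriched genes, 143 were called both with and without the block, and of the fRIP enriched genes 1917. The number of genes that differed between the crosslinkers fell from 6116 to 4499 without it.

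The difference for Brd2 was -0.07 and not past the threshold. With each replicate left out it lay between -0.23 and 0.0068, and it was past the threshold only at the first, without replicate 4. With each replicate left out, that for Gm26316 lay between -2.67 and -0.20 and that for n-R5-8s1 between -5.43 and 1.04, each time with the last value without replicate 4. The difference for Lrp1 lay between -0.47 and -0.19 and was past the threshold only without replicate 4. That for Malat1 lay between 0.16 and 0.28, and was no longer past the threshold without replicate 3 or 6, and was 0.10 under TMM scaling. That for Gm7890 was no longer past it without replicate 4 or 5. Differences that were not past the threshold also changed sign. With each replicate left out, that for 5430430B14Rik lay between -0.369 and 0.027, that for Gm22973 between -1.29 and 0.516, and that for Gm25360 between -1.21 and 0.575. With the gene-length trend removed the differences were 0.292 for 5430430B14Rik, 0.032 for Gm22973, 0.094 for Gm25360, 0.079 for mt-Nd2 and 0.131 for Brd2.

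Gapdh in UV-RIP changed sign, from -0.11 to 0.075 under TMM scaling, to 0.066 with DESeq2 and median-of-ratios, and to 0.047 without Gm26917 and Gm42418. Gm6938 in UV-RIP went from -0.11 to 0.018 with the GC trend removed, 0.039 without Gm26917 and Gm42418, 0.065 under TMM scaling and 0.022 without replicate 4. In fRIP, n-R5-8s1 went from -3.55 to 0.19 with DESeq2 and median-of-ratios, 0.14 with DESeq2 and total UMIs and with each replicate left out it lay between -4.42 and 1.23, the last without replicate 4. In UV-RIP it lay between -0.096 and 1.00, the first without replicate 6, and Rmst was -0.26 without replicate 6. Over the named genes and the alternatives, 948 of 1035 fold changes and differences between the crosslinkers kept their sign and their side of the threshold, 47 were no longer past it, 17 were newly past it and 23 changed sign, and 63 had no adjusted p from DESeq2. Depth limits such genes as Rmst and n-R5-8s1, since Rmst had between 0 and 9 UMIs per library.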

Differences from the paper's values

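The paper reports 54 genes enriched in UV-RIP, and 156 were found here. The paper's methods describe DESeq2 with total UMIs for normalization and the replicate as a covariate, whereas edgeR was used here. Part of the gap goes with this change of test. Of the alternatives fixed before the data were examined, DESeq2 with total-UMI size factors (76) and with shrunken fold changes (60) came within 1.5 times the paper's value, and the other alternatives did not. The joint DESeq2 fit with shrunken fold changes and total UMIs gave 80, was chosen after seeing the values and dropped 0 of the 5 genes the paper names as enriched.

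Fig. 7e of the paper shows about 1000 fRIP enriched genes, read by eye, and 2018 were found here. Only with the fold of 1.5 tested (728) did an alternative fixed before the data were examined come within 1.5 times, and in fRIP it did not call 2 of the 5 genes the paper names as enriched. DESeq2 with shrunken fold changes gave 1520, so near this limit that its exclusion rests on the value read by eye. None of the 4 joint DESeq2 fits tried afterwards, with 1741 to 2039, came within 1.5 times.

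The paper's ratio of fRIP to UV-RIP enriched genes is 20, and it was 12.9 here. The alternatives without this difference were DESeq2 with total-UMI size factors (21.6), DESeq2 with shrunken fold changes (25.3), the joint fit of 16 libraries (16.9), no count filter (13.9), and the fits without replicate 5 (14.2) and without replicate 6 (13.9). The other alternatives fixed before the data were examined kept it. The joint DESeq2 fits with total UMIs, chosen after seeing the values, gave 20.2 and 21.8 and dropped 0 of the 5 genes the paper names as enriched. The fit with the GC trend removed, also chosen after seeing the values, gave 16.2 and dropped Lrp1 and Nbeal2 in fRIP, 2 of these 5, and none in UV-RIP.

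The paper shows about 41 genes enriched in both assays in Fig. 7e, read by eye, and 102 were found here. With DESeq2 and shrunken fold changes the number was 46. With the fold of 1.5 tested it was 10, and the other alternatives fixed before the data were examined gave more than 1.5 times the paper's value. The fit with the GC trend removed gave 52, was chosen after seeing the values and dropped 2 of the 5 genes the paper names as enriched.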

Other observations

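Of the tests below, those of Gm26917, of the GC trend and of Sox2 were chosen after the results were seen.

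More genes were enriched in fRIP than in UV-RIP. Library depth is argued against as the cause, because the ratio was 13.1 with all libraries thinned to equal totals. A larger spread between UV-RIP replicates is argued against too, as the common dispersion was 0.00124 in UV-RIP and 0.00900 in fRIP. Gm26917 and Gm42418, on chromosome 17 of GRCm38 from 39843013 to 39846341 and from 39846958 to 39848788, took a larger share of the UMIs in the UV-RIP IP than in its input. With both left out of the library sizes the ratio was 5.03, so this share may account for part of the difference but not for all of it. The chemistry of the crosslinkers stays open as a biological explanation.

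Fold changes followed gene properties, and differently in the 2 assays. Across the genes with a mean of 100 or more UMIs, the Spearman correlation of the log2 fold change with the GC content of the longest annotated transcript was 0.56 in UV-RIP and 0.31 in fRIP, and with gene length it was 0.21 in UV-RIP and 0.57 in fRIP. With the GC trend removed, 79 of the 156 UV-RIP enriched genes were still called, and 1525 of the 2018 in fRIP. With the length trend removed, 133 and 1408 were still called. Gene length cannot be the whole cause. The GC content of a transcript leaves out introns, which the counts include. Removing its trend therefore cannot exclude GC content as the cause. It stays open as an explanation, above all for the UV-RIP genes that lost their call. Whether the GC trend comes from the libraries or from the RNA that Sox2 holds was not tested.

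Sox2 itself had 0 UMIs in all 16 libraries. It lies on chromosome 3 from 34650405 to 34652461, inside Sox2ot on the same strand from 34104270 to 34682619. All 385 protein-coding genes that lie wholly inside another gene on the same strand were listed at 0, against 20.6% of the 709 inside a gene on the opposite strand alone and 14.4% of the 18475 inside none. A candidate explanation is that UMIs in the body of more than 1 gene on a strand were left out of the authors' counts, so the 0 for Sox2 says nothing about its expression.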
